# Autophagy Reprograms Alveolar Progenitor Cell Metabolism in Response to Lung Injury

**DOI:** 10.1016/j.stemcr.2020.01.008

**Published:** 2020-02-13

**Authors:** Xue Li, Junping Wu, Xin Sun, Qi Wu, Yue Li, Kuan Li, Qiuyang Zhang, Yu Li, E. Dale Abel, Huaiyong Chen

**Keywords:** autophagy, AT2 progenitor cells, lung injury, glucose metabolism, lipid metabolism, oxidative stress, metabolic reprogramming, organoids

## Abstract

Autophagy is a protective cellular mechanism in response to stress conditions. However, whether autophagy is required for maintenance of the alveolar epithelium is unknown. Here, we report that the loss of autophagy-related 5 (Atg5) in AT2 cells worsened bleomycin-induced lung injury. Mechanistically, during bleomycin injury, autophagy downregulated lipid metabolism but upregulated glucose metabolism in AT2 cells for alveolar repair. Chemical blockade of fatty acid synthesis promoted organoid growth of AT2 cells and counteracted the effects of autophagy loss on bleomycin injury. However, genetic loss of glucose transporter 1, interference with glycolysis, or interference with the pentose phosphate pathway reduced the proliferation of AT2 cells. Inhibition of glucose metabolism exacerbated the effects of bleomycin injury. Failure of autophagy generated additional hydrogen peroxide, which reduced AT2 cell proliferation. These data highlight an essential role for autophagy in reprogramming the metabolism of alveolar progenitor cells to meet energy needs for alveolar epithelial regeneration.

## Highlights

• Defective autophagy in AT2 cells worsens bleomycin-induced lung injury
• Autophagy switches lipid metabolism to glucose metabolism in AT2 cells for repair
• Chemical blockade of fatty acid synthesis promotes organoid growth of AT2 cells
• Glucose metabolism favors AT2 cell proliferation and limits bleomycin injury

## Introduction

Tissue maintenance and successful regeneration after injury rely on healthy stem/progenitor cells. Dysfunctional stem/progenitor cells will limit regeneration, increasing vulnerability to insults at steady state or persistence of tissue injury. The induction of senescence by oxidative stress contributes to stem cell impairment in a variety of tissues (Baraibar et al., 2016, Iglesias-Bartolome et al., 2012, Moorefield et al., 2017). During bleomycin-induced injury in the adult murine lung, senescence markers are upregulated in alveolar type 2 (AT2) cells, which self-renew and differentiate into AT1 cells as stem/progenitor cells (Lehmann et al., 2017). However, it remains unclear how AT2 cells maintain their health during homeostasis and injury repair.

Accumulating evidence suggests that the metabolic program of stem cells is critical for their maintenance through influencing the balance between self-renewal and differentiation. In the intestinal epithelium, glycolysis in niche Paneth cells produces lactate, which is converted into pyruvate by lactate dehydrogenase in Lgr5^+^ intestinal stem cells to support organoid formation (Rodriguez-Colman et al., 2017). The blockade of pyruvate import into mitochondria for further oxidation promotes intestinal stem cell maintenance and proliferation (Schell et al., 2017). Lactate dehydrogenase activity increases during hair follicle stem cell activation, while deletion of this catalytic enzyme blocks hair follicle stem cell activation and the hair cell cycle (Flores et al., 2017).

In addition to glucose metabolism, lipid metabolism affects stem cell function. Fasting augments intestinal stem cell function by inducing fatty acid oxidation (Mihaylova et al., 2018). Deletion of fatty acid synthase impairs the proliferation of neural stem and progenitor cells (Knobloch et al., 2013). Therefore, an understanding of how these metabolic programs are regulated in stem/progenitor cells is essential for the clinical restoration of tissue homeostasis after injury through targeting of the regeneration machinery.

Autophagy is induced during nutrient and energy deprivation in many cells as a homeostatic response to metabolic stress. Cytosolic components are engulfed and sealed into autophagosomes in a process directed by autophagy-related (Atgs) genes. Autophagosome contents are then delivered to lysosomes for digestion to reutilize for energy (Singh and Cuervo, 2011). Loss-of-function studies have demonstrated that autophagy also maintains homeostasis in a number of tissues, including intestinal, liver, and adipose, by regulating the proliferation and differentiation of local stem/progenitor cells or by preventing senescence or necroptosis at steady state and after injury repair (Garcia-Prat et al., 2016, Matsuzawa-Ishimoto et al., 2017, Singh et al., 2009, Zeng et al., 2016). Alveolar injury induced by bleomycin has been found to be associated with compromised autophagy in a mouse model (Gui et al., 2015). Induction of autophagy protects epithelial cells against bleomycin-induced stress and apoptosis (Cabrera et al., 2015, Divya et al., 2017, Gui et al., 2015). However, how alveolar regeneration is influenced by autophagy and metabolic states after injury is unclear.

In this study, we used RNA sequencing (RNA-seq), metabolomics, and genetic loss-of-function analyses to demonstrate that bleomycin-induced alveolar injury alters glucose and lipid metabolism, which is regulated by autophagy. Observations from flow cytometry, immunofluorescence, and organoid cultures indicated the differential role of autophagy in regulating AT2 function in both steady state and injury conditions. Genetic knockdown of glucose transporter 1 (*Glut1*), selective inhibition of metabolic enzymes in glycolysis, or inhibition of the pentose phosphate pathway impaired the proliferation of mouse AT2 cells. Unlike glucose metabolism, blocking fatty acid synthesis promoted proliferation. Furthermore, hydrogen peroxide dampened AT2 cell proliferation. The results provide evidence of the essential role of autophagy in driving the metabolic switch in alveolar progenitor cells to meet energy needs for lung homeostasis and regeneration.

## Results

### Autophagy Maintains Alveolar Progenitor Cell Pool during BLM-Induced Lung Injury

Autophagy is induced by tissue injury (Hou et al., 2013). We observed that the LC3II/LC3I ratio, a hallmark of autophagy, was significantly increased in mouse lung tissue at 14 days after bleomycin (BLM) administration (Figure S1A). *Atg5* mRNA expression was promoted in the surviving AT2 cells, identified as CD31^−^CD34^−^CD45^−^Sca-1^−^EpCAM^+^CD24^−^ by fluorescence-activated cell sorting (FACS) as described previously (Chen et al., 2012), from *Atg5*^*f/f*^ mice 14 days after BLM administration (Figure 1A). To investigate whether epithelial autophagy is involved in alveolar injury and repair, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ and *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice were established to eliminate *Atg5* expression in AT2 cells. Relative to *Atg5*^*f/f*^ mice, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ mice were more susceptible to BLM-induced lung injury (Figure 1B). Airways and alveoli of *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice both developed normally, with no readily observable gross or histological abnormalities (Figures S1B–S1J). The survival of *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice was further decreased during BLM-induced lung injury (Figure 1B). Relative to *Atg5*^*f/f*^ mice, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ and *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice had increased fibrosis at 14 days after BLM challenge, as illustrated by distorted alveolar structure and enhanced trichrome staining (Figure 1C). Flow cytometry indicated a reduction in the proportion of surviving AT2 cells in *Sftpc*^*CreER*^*;Atg5*^*f/f*^ or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice at day 14 relative to *Atg5*^*f/f*^ mice (Figures 1D and 1E). Similar to *Pseudomonas aeruginosa*-induced lung injury (Liu et al., 2015), an Sca-1^+^ alveolar population was observed during BLM-induced lung injury, but there was no difference in colony-forming efficiencies (CFEs) of AT2 cells versus Sca-1^+^ alveolar population (Figure S2).These data suggested that autophagy maintains the AT2 cell pool during BLM-induced lung injury.

**Figure 1:**
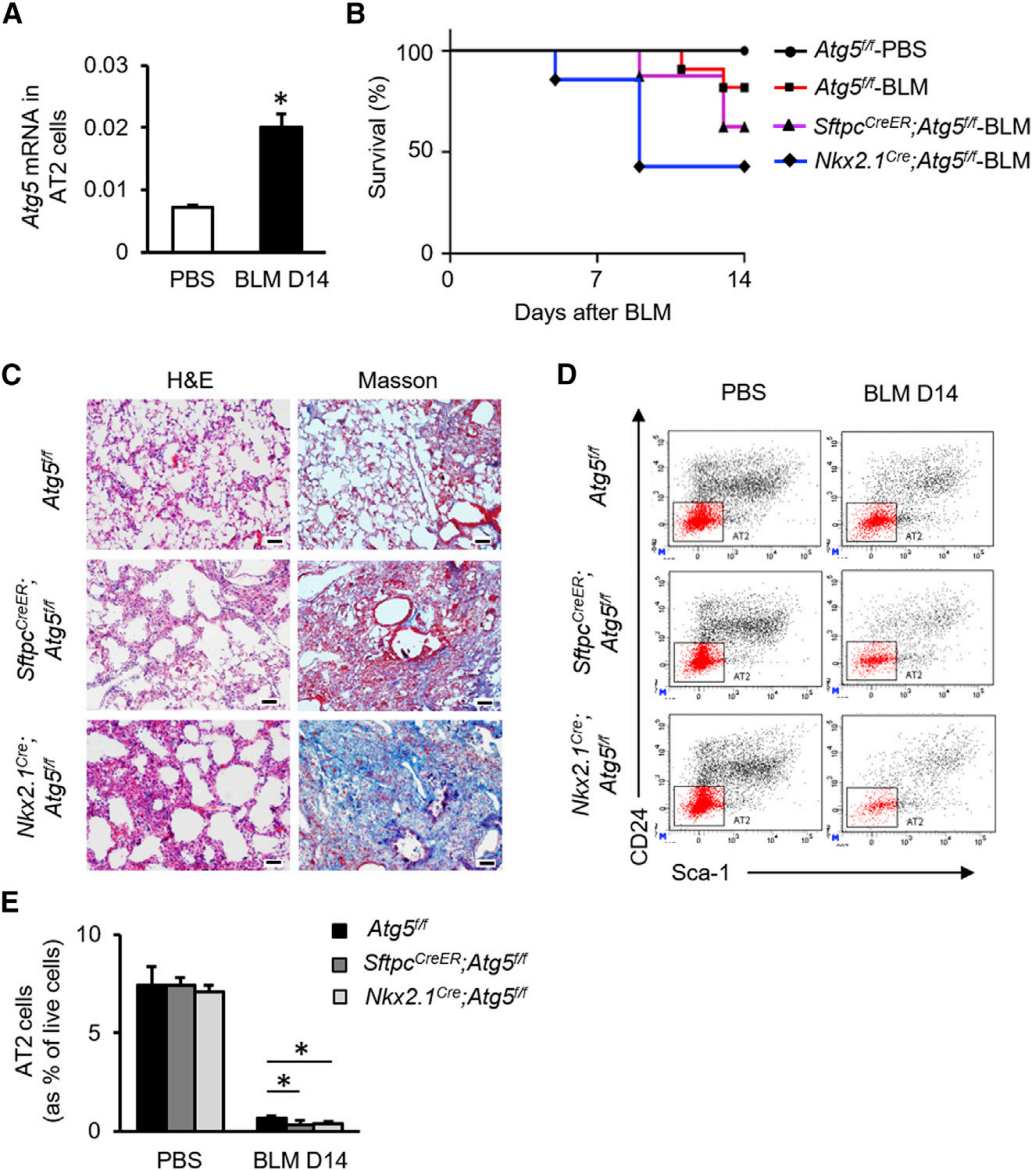
Autophagy Maintains AT2 Cell Pool during BLM-Induced Lung Injury (A) *Atg5* gene expression in mouse AT2 cells after BLM injury (n = 6). (B) Survival of *Atg5*^*f/f*^, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ (pretreated with tamoxifen), or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice after intratracheal instillation of BLM (n = 10). (C) Hematoxylin/eosin staining (left column) and Masson trichrome (right column) staining of lung sections from *Atg5*^*f/f*^, *Sftpc*^*CreER*^*;Atg*^*5f/f*^ (pretreated with tamoxifen), and *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice after BLM injury. Scale bar: 50 μm. (D and E) Representative charts of flow cytometric analysis (D) and summarized abundance (E) of survived AT2 cells in lungs of *Atg5*^*f/f*^, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ (pretreated with tamoxifen), or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice after BLM injury (n = 4). Data are representative of two or more independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05.

### Autophagy Sustains Proliferation of AT2 Cells during BLM Injury

To assess the role of autophagy on AT2 cell proliferation *in vitro*, we performed 3D organoid culture of AT2 cells as we described previously (Chen et al., 2012). At day 14 after BLM, the CFE of surviving AT2 cells was clearly reduced relative to that of AT2 cells from PBS-treated mice (Figure 2A). At this time point, *Atg5*^−/−^ AT2 cells isolated from tamoxifen-treated *Sftpc*^*CreER*^*;Atg5*^*f/f*^ or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice produced markedly fewer and smaller organoids than did AT2 cells isolated from *Atg5*^*f/f*^ lungs (Figures 2B–2D). Immunofluorescent staining of organoid cultures indicated that the ratio of Ki67^+^pro-SPC^+^ and pro-SPC^+^ cells was lower in cultures from tamoxifen-treated *Sftpc*^*CreER*^*;Atg5*^*f/f*^ or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice relative to those from *Atg5*^*f/f*^ mice (Figures 2E and 2F). The expression of *Sftpc*, the gene encoding pro-SPC, was significantly reduced in cultures from *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice relative to *Atg5*^*f/f*^ mice, which was probably due to reduced organoid numbers (Figure S3A). Likewise, *Sftpb* and *Sftpd* were also reduced in AT2 cells in absence of Atg5 (Figure S3A). Under such conditions, the expression of the AT1 markers *T1α* and *Aqp5* remained unchanged in the absence of Atg5 (Figure S3B). These data suggested that autophagy sustains AT2 cell proliferation potential during BLM-induced injury.

**Figure 2:**
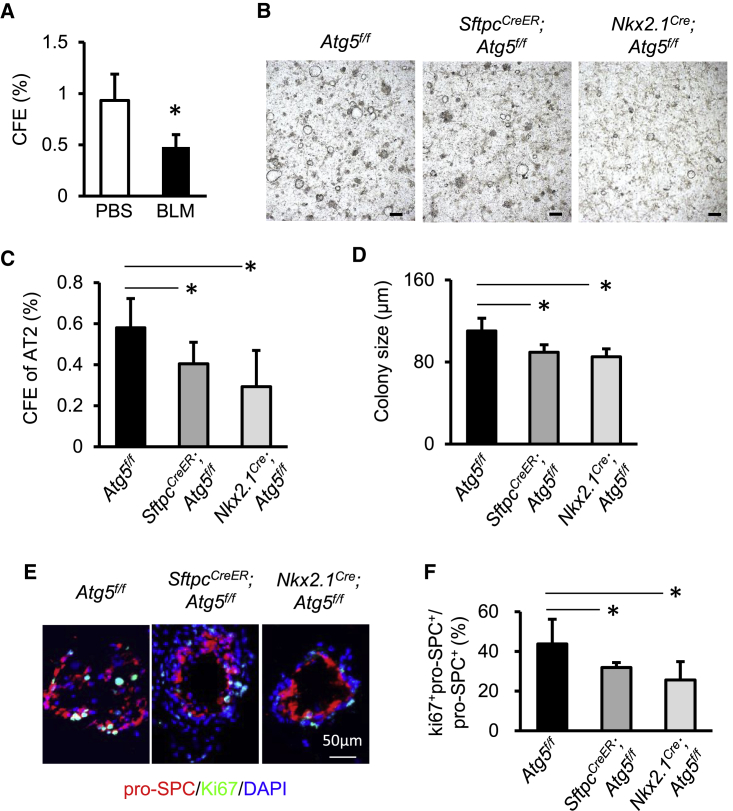
Autophagy Sustains the Proliferative Capacity of AT2 Cells during BLM Injury (A) CFEs of mouse AT2 cells isolated from untreated or BLM-injured *Atg5*^*f/f*^ mice at day 10 after seeding (n = 4). (B) Representative micrographs of organoid cultures of mouse AT2 cells isolated from *Atg5*^*f/f*^, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ (pretreated with tamoxifen), or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice 14 days after BLM injury. Scale bar: 200 μm. (C and D) CFEs (C) and sizes (D) of organoid colonies from *Atg5*^*f/f*^, *Sftpc*^*CreER*^*;Atg5*^*f/f*^ (pretreated with tamoxifen), or *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice at day 14 after BLM injury (n = 4). (E and F) (E) Immunostaining of organoid colonies and (F) quantification of fractions of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in AT2 organoids (n = 4). Data are representative of three independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05.

### Autophagy Reprograms Metabolic Pathways in AT2 Cells in Response to BLM

Autophagy is a cellular catabolic process that supports metabolism in response to stress. 

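RNA from AT2 cells, the surfactant-producing epithelial cells of the alveolus that can act as its progenitors, was sequenced in 4 groups of 3 samples each. Cells came from *Atg5* f/f mice treated with PBS (AT2-PBS) or with bleomycin (BLM, a drug that injures the alveolar epithelium, 2 U/kg), and from *Nkx2*.*1* Cre*;Atg5* f/f mice (*Atg5*-/- AT2), in which Cre expressed in the lung epithelium deletes *Atg5*, treated with PBS or BLM. The paper gives day 14 for AT2-PBS, AT2-BLM and *Atg5*-/- AT2-BLM, and its text does not name a day for *Atg5*-/- AT2-PBS. The cells were sorted as CD31-CD34-CD45-EpCAM+CD24-Sca-1-. The authors aligned reads from stranded mRNA libraries to mm9 with STAR and deposited FPKM per gene from Cufflinks, which are fragment counts scaled by transcript length and by the number of mapped fragments. The paper adds that values were normalized with DESeq, and its text does not say whether the deposited FPKM include that step. No read counts were analysed here, so the number of fragments per sample is unknown. Low FPKM values fell in steps, and the steps put the depth of the samples between 1 and 1.15 times that of AT2-PBS replicate 1. FPKM summed to between 390141 and 417255 in AT2-PBS (median 402087) and between 429859 and 549169 in AT2-BLM (median 446858). The sums ran from 425863 to 513380 in *Atg5*-/- AT2-PBS (median 476711) and from 395859 to 445470 in *Atg5*-/- AT2-BLM (median 416476). *Atg5*, on chromosome 10 from 43988164 to 44084097 of mm9 (NCBIM37), was listed at 12.5, 6.01 and 11.5 FPKM in AT2-PBS replicates 1 to 3 and at 11.1, 9.97 and 10.3 FPKM in AT2-BLM. It was listed at 9.24, 6.72 and 10.1 FPKM in *Atg5*-/- AT2-PBS and at 8.84, 8.46 and 8.37 FPKM in *Atg5*-/- AT2-BLM. Its log2 fold change with *Atg5* loss was -0.26 during BLM (standard error 0.23) and -0.14 with PBS (standard error 0.23). Neither was called, and the latter was 0.21 with scaling to *Cdh1* and also positive without AT2-PBS replicate 1 or *Atg5*-/- AT2-PBS replicate 2. FPKM of the whole gene therefore do not by themselves show the deletion, and *Atg5* loss is used here for the genotype given by the authors. Every *Atg5*-/- AT2-BLM sample was below every AT2-BLM sample, and the ranges of *Atg5*-/- AT2-PBS and AT2-PBS overlapped. Changes were tested on log2(FPKM + 1) with limma in 1 fit of the 12 samples, over the 10675 genes with FPKM of at least 1 in at least 3 samples. This scale understates the change of genes with low FPKM. A gene was called at the paper's criterion, an unadjusted p under 0.05 and a fold change of at least 1.4. An exact two-sided permutation test of 3 samples against 3 cannot give a p under 0.1.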

To identify metabolic pathways that are modulated by autophagy in AT2 cells during BLM-induced lung injury, RNA-seq and metabolic profiling were carried out with AT2 cells from *Atg5*^*f/f*^ mice treated with PBS (AT2), *Atg5*^*f/f*^ mice treated with BLM (AT2-BLM), and *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice treated with BLM (*Atg5*^−/−^ AT2-BLM) at day 14. Integrated transcriptome/metabolic profiling of significantly altered transcripts and metabolites was done, with reference to all metabolic pathways defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure S4; Tables S1–S4). Eight pathways that were altered in AT2 cells during BLM injury were regulated by autophagy (Figure S4). 

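Of 10675 genes tested, 3031 were called between AT2-BLM and AT2-PBS, 2202 higher and 829 lower with BLM. With Benjamini-Hochberg adjustment of limma's p, 1856 also had an adjusted p under 0.05. The median log2 change of all tested genes was 0.17, and quantile normalization moved it to -0.0153 and the split to 1235 higher and 1398 lower. Same-numbered AT2-PBS and AT2-BLM samples deviated from their group means with a mean correlation of 0.12 across genes. With the replicate number as a replicate block, 3014 genes were called. Between *Atg5*-/- AT2-BLM and AT2-BLM, 551 genes were called, 218 higher and 333 lower with *Atg5* loss. An unadjusted p under 0.05 was found for 841 genes, against 534 that chance would give, and 1 gene, *Ear10*, named here after its values were seen, passed the adjustment over all genes. Its adjusted p from limma lay between 0.00286 and 0.386 over 15 other settings and was under 0.05 in 5 of them. *Ear10* was also listed between 56.6 and 74.6 FPKM in *Atg5*-/- AT2-PBS. Group ranges did not overlap for 13.4% of the tested genes in this comparison, against 10% by chance. In the comparison of BLM with PBS, the share was 40.2%. Both comparisons called 397 genes, of which 394 changed in opposite directions and 3 in the same direction. Of the opposite changes, 272 rose with BLM and fell with *Atg5* loss, and 122 fell with BLM and rose with *Atg5* loss. Both comparisons use the AT2-BLM samples. The correlation of both changes across genes, which are not independent replicates, was -0.57 with all samples and a median of -0.37 with the AT2-BLM samples divided between the comparisons. Among genes with an adjusted p under 0.05 and group ranges that did not overlap, the largest rises with BLM were *Saa3* (104 ± 71.1 FPKM in AT2-BLM, SD, n = 3, against 0.332 ± 0.41 in AT2-PBS), *Ly6a*, which encodes the sorted-out marker Sca-1, and *Orm1*, and the largest falls were *Pon1* (2.1 ± 1.01 against 56.8 ± 24.5 FPKM), *Cst8* and *Jund*.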

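Pathway genes were taken from the KEGG annotation in the deposited table, and each pathway was tested with limma's fry, adjusted over 7 pathways. The mean log2 change of its genes is given beside the p. The p from fry did not follow the size of these means, so it is not read as a test of the mean. Between AT2-BLM and AT2-PBS, the 7 tested fatty acid synthesis genes changed by a mean of -0.20, with 5 lower and 2 higher (adjusted p = 0.348 from limma's fry). Within this set, *Acaca* (-1.13) and *Fasn* (-0.50) were called lower and *Mcat* (0.55) higher. The *Acsl* genes of the set, between -0.26 and 0.14, were not called, so the mean does not stand for *Acaca* and *Fasn*. Wnt signaling changed by a mean of -0.15, with 49 of 85 genes lower (adjusted p = 0.402 from limma's fry). For phosphatidylinositol signaling, the mean was -0.0341 over 72 genes (adjusted p = 0.95 from limma's fry). Insulin signaling rose by a mean of 0.0528, with 56 of 105 genes higher (adjusted p = 0.13 from limma's fry). None of these 4 pathways passed the threshold. Relative to the median change of all genes, the means were -0.37 for fatty acid synthesis, -0.33 for Wnt, -0.21 for phosphatidylinositol and -0.12 for insulin signaling. Scaling changed calls and a direction. Wnt signaling passed after quantile normalization (mean -0.32) and after median-ratio scaling (mean -0.29), fatty acid synthesis passed after median-ratio scaling (mean -0.35), and insulin signaling turned to -0.13 after quantile normalization and -0.0854 after median-ratio scaling. Without AT2-BLM replicate 3, Wnt signaling passed and insulin signaling turned to -0.0158. Insulin signaling also turned to -0.00451 without AT2-PBS replicate 2, and phosphatidylinositol signaling to 0.0156 without AT2-BLM replicate 1. Over the fits with a sample left out, insulin signaling was highest (0.136) without AT2-PBS replicate 1, where *Ins2* exceeded 1000 FPKM. Whether islet RNA contributes to the mean of this pathway was not tested. With a hand-written gene list, fatty acid synthesis changed by 0.0589. By limma's camera, which sets a pathway against all other genes, Wnt signaling passed (adjusted p = 0.00979 from camera). With the replicate block, the adjusted p from fry was 0.25 for fatty acid synthesis, 0.434 for Wnt, 0.98 for phosphatidylinositol and 0.106 for insulin signaling.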

Among these, fatty acid synthesis, Wnt signaling, phosphatidylinositol signaling, and insulin signaling were suppressed by BLM injury (Figure S4). However, all four pathways were promoted in *Atg5*^−/−^ AT2 cells relative to wild-type (WT) AT2 cells during BLM injury (Figure S4). 

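Between *Atg5*-/- AT2-BLM and AT2-BLM, the mean log2 change was 0.16 for fatty acid synthesis, with 5 of 7 genes higher (adjusted p = 0.356 from limma's fry). Within this set, *Acaca* (0.78) and *Fasn* (0.56) were called higher and no gene was called lower. Wnt signaling changed by 0.0332 and phosphatidylinositol signaling by 0.0411 (adjusted p = 0.719 from limma's fry for both). Insulin signaling changed by -0.00966, with 62 of 105 genes lower (adjusted p = 0.719 from limma's fry). None passed the threshold. With each sample of the compared groups left out in turn, the mean ranged from 0.0784 to 0.24 for fatty acid synthesis, from -0.0212 to 0.14 for Wnt, from -0.011 to 0.10 for phosphatidylinositol and from -0.0482 to 0.0589 for insulin signaling, so the last 3 changed direction with the sample left out. Insulin signaling also turned to 0.038 after quantile normalization, 0.0327 after median-ratio scaling and 0.0183 with a pseudocount of 0.1. With the hand-written list fatty acid synthesis changed by -1.0e-05.

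**Figure D1:**
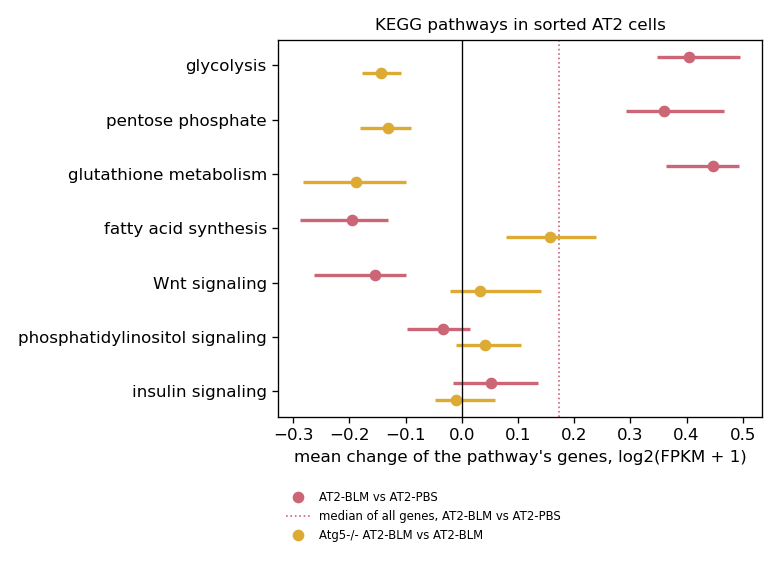
Mean log2(FPKM + 1) change of the genes of 7 KEGG pathways on the horizontal axis, for both comparisons. Points are the values with all samples, bars span the values with each sample of the compared groups left out in turn, and the dotted line is the median change of all tested genes with BLM (0.17). The bars of Wnt signaling for *Atg5* loss, and of phosphatidylinositol and insulin signaling for both comparisons, cross 0.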

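With BLM, the mean log2 change relative to AT2-PBS was 0.45 for glutathione metabolism (31 of 48 genes higher), 0.40 for glycolysis (34 of 50) and 0.36 for the pentose phosphate pathway (19 of 24), each with an adjusted p of 0.00482 from limma's fry. Relative to the median change of all genes these means were 0.27, 0.23 and 0.19. With the replicate block, the adjusted p was 0.019 for glutathione metabolism and 0.0148 for both glycolysis and pentose phosphate. By camera, none of the 3 passed (adjusted p from camera 0.132 for glycolysis, 0.16 for glutathione metabolism and 0.182 for pentose phosphate). Pentose phosphate was also not past the threshold after quantile normalization (mean 0.15) and with only the compared groups in the fit, and glutathione metabolism after median-ratio scaling (mean 0.30). Among glutathione genes, the largest changes with BLM were those of *Gsto1* (log2 fold change 2.42), *Gpx2* (2.24) and *Gsta2* (2.15). In *Atg5*-/- AT2-BLM relative to AT2-BLM, 31 glutathione genes, 35 glycolysis genes and 17 pentose phosphate genes were lower, with mean log2 changes of -0.19, -0.14 and -0.13. The adjusted p was 0.299 from fry for each, above the threshold. The means stayed negative with each sample left out in turn, between -0.18 and -0.11 for glycolysis.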

The pathways with increased expression, including glutathione metabolism, glycolysis, and pentose phosphate, were downregulated in *Atg5*^−/−^ AT2 cells (Figure S4). We used qPCR to validate the gene expression profiles of transcripts encoding metabolic enzymes associated with the glycolytic pathway. 

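In the RNA-seq data, *Pgam1*, on chromosome 19 from 41986361 to 41993154 of mm9, was at 55.1 ± 14.5 FPKM in AT2-BLM (SD, n = 3) and 28.1 ± 2.42 FPKM in AT2-PBS (SD, n = 3), a log2 fold change of 0.92 (standard error 0.18, adjusted p = 0.00681 from limma with Benjamini-Hochberg adjustment). *Eno1*, on chromosome 4 from 149610830 to 149622988, was at 189 ± 97.8 FPKM in AT2-BLM and 38.2 ± 16.4 FPKM in AT2-PBS (SD, n = 3 each). Its log2 fold change was 2.24 (standard error 0.44, adjusted p = 0.00718 from limma). The table also lists *Eno1b*, a copy of *Eno1* that could share its reads, and the sum of both changed by 1.92. *Aldoa*, on chromosome 7 from 133938748 to 133944265, was at 338 ± 90.1 and 221 ± 7.5 FPKM, a log2 fold change of 0.58 (standard error 0.17, adjusted p = 0.037 from limma). Relative to the median change of all genes, the changes were 0.75 for *Pgam1*, 2.06 for *Eno1* and 0.41 for *Aldoa*. Every AT2-BLM sample was above every AT2-PBS sample for these 3 genes. *Aldoa* was no longer called after quantile normalization (log2 fold change 0.34), median-ratio scaling (0.40) or scaling to *Cdh1* (0.34), or without AT2-BLM replicate 3, the highest sample for all 3 genes. With the replicate block, the adjusted p from limma was 0.00735 for *Pgam1*, 0.0131 for *Eno1* and 0.0434 for *Aldoa*. The muscle-type *Pgam2* also rose (log2 fold change 1.64, adjusted p = 0.0306 from limma). In *Atg5*-/- AT2-BLM, *Pgam1* was at 37.2 ± 5.56, *Eno1* at 83.4 ± 41.00 and *Aldoa* at 264 ± 21.04 FPKM (SD, n = 3 each).

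**Figure D2:**
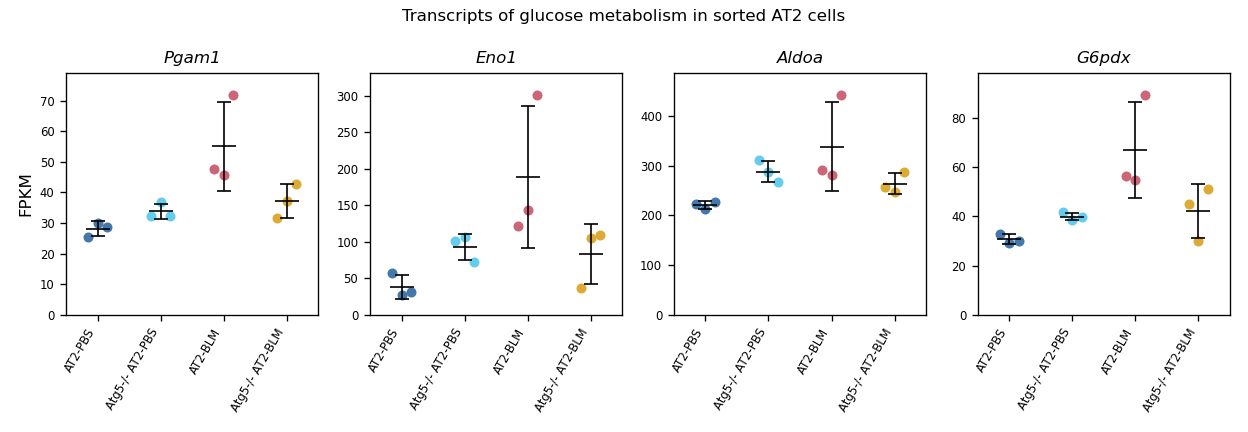
FPKM of *Pgam1*, *Eno1*, *Aldoa* and *G6pdx* (vertical axes) in each sample of the 4 groups. Points are samples, and black bars are the mean and SD of 3 samples. The highest AT2-BLM sample reached 301 FPKM for *Eno1*.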

We found that transcripts, including phosphoglycerate mutase (*Pgam*), enolase 1 (*Eno1*), and aldolase A fructose-bisphosphate (*Aldoa*), had elevated expression in AT2-BLM relative to AT2-PBS (Figure 3A). Parallel to glycolysis, expression of glucose-6-phosphate dehydrogenase X-linked (*G6pdx*), the rate-controlling enzyme of the pentose phosphate pathway, was also increased by BLM injury (Figure 3A). Increased *G6pdx* expression could result in generation of increased nicotinamide adenine dinucleotide phosphate (NADPH). In contrast, expression of transcripts encoding enzymes involved in fatty acid metabolism, including ATP citrate lyase (*Acly*), fatty acid desaturase (*Fads*), and acetyl-coenzyme A carboxylase alpha (*Acaca*), was decreased in AT2-BLM relative to AT2-PBS controls (Figure 3A). Expression of *Fads*, *Acaca*, and *fatty acid synthase* (*Fasn*) recovered in the absence of *Atg5* (Figure 3A). These data suggested that the glycolytic and pentose phosphate pathways were promoted, but that the synthesis of fatty acids was repressed, in mouse AT2 cells during BLM injury (Figure 3B, left box). Thus, autophagy may serve as a switch between these two metabolic pathways during lung injury (Figure 3B, right box).

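*G6pdx*, on chromosome X from 71654822 to 71674533 of mm9, was at 66.9 ± 19.5 FPKM in AT2-BLM and 30.8 ± 1.89 FPKM in AT2-PBS (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.21, adjusted p = 0.00795 from limma, or 0.00735 with the replicate block). *Acaca*, on chromosome 11 from 83943174 to 84215153, fell from 6.61 ± 1.89 to 2.42 ± 0.428 FPKM, a log2 fold change of -1.13 (standard error 0.25, adjusted p = 0.0121 from limma). With the replicate block, its adjusted p was 0.015. *Acly*, on chromosome 11 from 100337667 to 100389314, fell from 215 ± 46.8 to 123 ± 18.8 FPKM, and its log2 fold change of -0.79 met the paper's criterion but not the adjusted threshold (adjusted p = 0.0624 from limma, or 0.0714 with the replicate block). The same held for *Fasn*, on chromosome 11 from 120667254 to 120685492, which went from 130.0 ± 25.6 to 90.9 ± 8.38 FPKM (log2 fold change -0.50, adjusted p = 0.14 from limma, or 0.149 with the replicate block). The call of *Fasn* was lost without the filter on low values, without the mean-variance trend, with Y-linked expression as a covariate chosen after seeing the data, and without AT2-PBS replicate 1 or 2 or AT2-BLM replicate 1 or 2. The call of *Acly* was lost without AT2-PBS replicate 2 and without AT2-BLM replicate 3. *Fads1* (-0.57), *Fads2* (-0.42) and *Fads3* (0.35) were not called, and the paper's text does not name which *Fads* gene was measured. *Fads1* and *Fads2* were called lower after quantile normalization (-0.79 and -0.65), after median-ratio scaling, after scaling to *Cdh1* and with the Y-linked covariate. *Fads1* was also called with the replicate block, in a fit of only the compared groups and without AT2-BLM replicate 1 or 2. *Fads3* was called higher with the covariate and without AT2-BLM replicate 2.

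**Figure D3:**
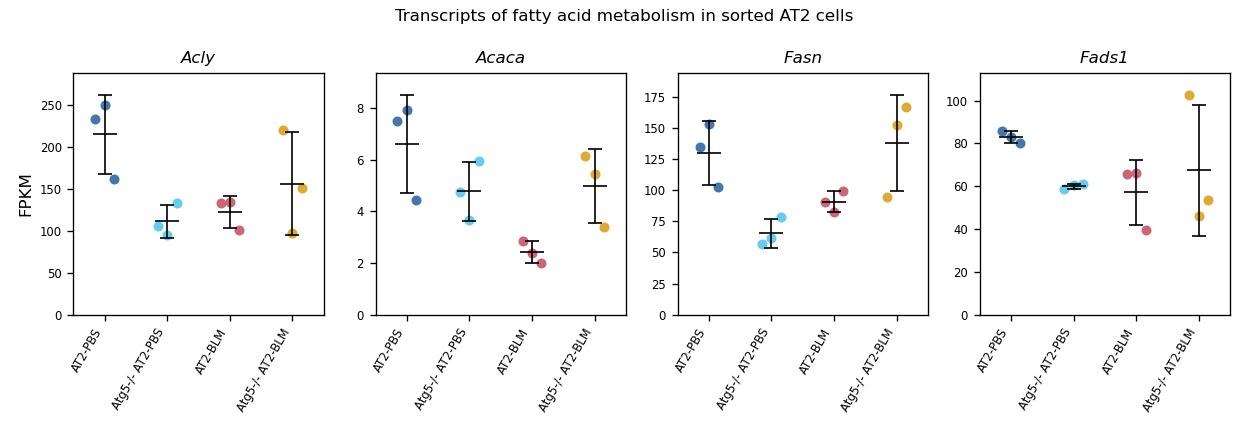
FPKM of *Acly*, *Acaca*, *Fasn* and *Fads1* (vertical axes) in each sample of the 4 groups. Points are samples, and black bars are the mean and SD of 3 samples. *Acaca* lay between 2.01 and 2.87 FPKM in AT2-BLM.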

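With *Atg5* loss during BLM, the log2 fold change was -1.21 for *Eno1*, -0.53 for *Pgam1* and -0.65 for *G6pdx*, and the 3 genes were called at the paper's criterion. *Aldoa* changed by -0.33 and was not called. *Acaca* rose by 0.78 to 4.98 ± 1.42 FPKM (SD, n = 3) and *Fasn* by 0.56 to 138 ± 38.5 FPKM (SD, n = 3), both called. *Acly* (0.28), *Fads1* (0.18) and *Fads2* (0.12) were not, and *Fads3* changed by -0.24. *Acly* was called without *Atg5*-/- AT2-BLM replicate 2 (0.58) and turned to -0.00519 without *Atg5*-/- AT2-BLM replicate 1. *Fads1* and *Fads2* turned negative without AT2-BLM replicate 3 or *Atg5*-/- AT2-BLM replicate 1, and *Fads3* positive without AT2-BLM replicate 3. The adjusted p from limma over all genes lay between 0.607 and 0.621 for the called genes. Without AT2-BLM replicate 3, *Eno1* (-0.82), *Pgam1* (-0.33) and *G6pdx* (-0.43) kept their direction and were no longer called. The 3 calls were also lost with scaling to *Cdh1*, those of *Eno1* and *Pgam1* without *Atg5*-/- AT2-BLM replicate 1, that of *Pgam1* after quantile normalization and median-ratio scaling, and that of *G6pdx* without *Atg5*-/- AT2-BLM replicate 2. The call of *Fasn* was lost with Y-linked expression as a covariate and in fits without AT2-BLM replicate 1 or 2 or *Atg5*-/- AT2-BLM replicate 2 or 3. *Acaca* was called at the paper's criterion in each other fit run and passed neither an adjusted p under 0.05 nor a fold change of at least 2, and its change stayed between 0.64 and 0.99 whichever sample was left out. The paper draws on joint profiling of transcripts and metabolites (Fig. S4). It also draws on its own qPCR of these transcripts (Fig. 3A) and its scheme of altered intermediates (Fig. 3B). It proposes a possible switch by autophagy between both pathways during injury.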

**Figure 3:**
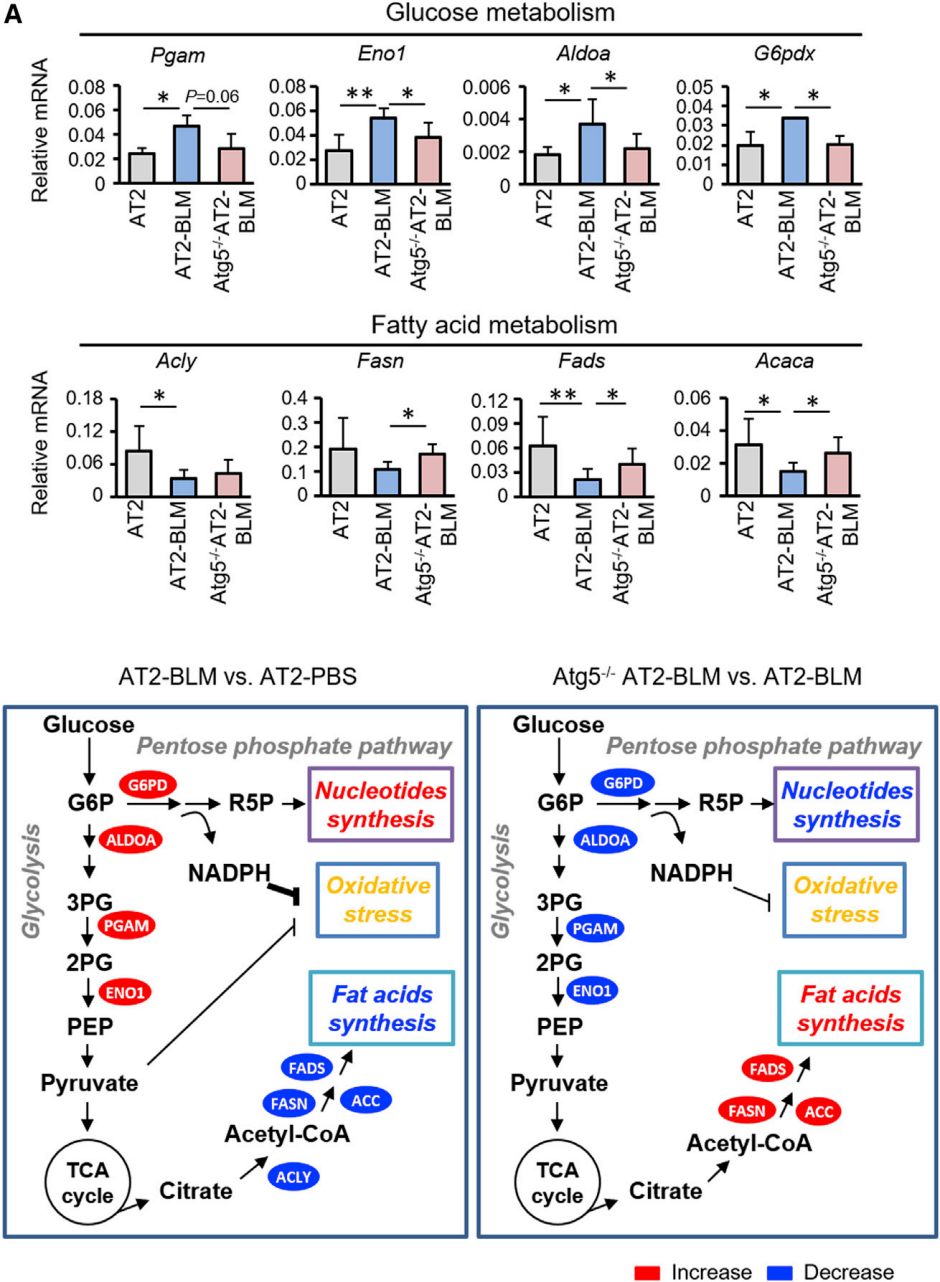
Autophagy Reprograms Metabolic Pathways in AT2 Cells in Response to BLM Challenge (A) qPCR validation of transcripts associated with glucose metabolism and fatty acid metabolism in AT2 cells (n = 3). Data are representative of three independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01. (B) Schematic showing alterations in intermediates associated with glycolysis, pentose phosphate pathway, and synthesis of fatty acids in AT2 cells. Intermediates with increased and decreased expression are labeled in red and blue, respectively. G6P, glucose 6-phosphate; 3PG, 3-phosphoglyceric acid; 2PG, 2-phosphoglyceric acid; and PEP, phosphoenolpyruvate.

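Between *Atg5*-/- AT2-PBS and AT2-PBS, 2058 genes were called, 1507 higher and 551 lower with *Atg5* loss, and 1195 of them had an adjusted p under 0.05 from limma. After quantile normalization, 1177 were higher and 1587 lower. *Eno1* was at 93.3 ± 18.02 FPKM in *Atg5*-/- AT2-PBS (SD, n = 3), a log2 fold change of 1.32 (standard error 0.44, adjusted p = 0.0844 from limma). It was called at the paper's criterion and did not pass the adjustment. *Acly* fell to 112 ± 19.7 FPKM, a log2 fold change of -0.93 (standard error 0.27, adjusted p = 0.0462 from limma). Its adjusted p from limma was 0.056 with the replicate block, which did not pass. *Acaca* was at 4.78 ± 1.14 FPKM, and its log2 fold change of -0.38 (standard error 0.25, adjusted p = 0.419 from limma) was not called, with overlapping group ranges. It was called after quantile normalization (-0.56), with Y-linked expression as a covariate (-0.60) and without AT2-PBS replicate 3 (-0.61). *Fasn* fell to 65.6 ± 11.7 FPKM (log2 fold change -0.97, adjusted p = 0.0121 from limma), and was not called after scaling to *Cdh1*. With the adjustment passed and group ranges apart, the largest rises in this comparison were *Mup3* (6.26), *Fabp1* (6.26) and *Apoa1* (6.16), and the largest falls were *Avpr1a* (-1.91), *Adamts1* (-1.85) and *Nipa1* (-1.78). *Mup3*, a liver transcript, was also listed at 65.3 FPKM in AT2-PBS replicate 1. *Ptprc*, which encodes the sorted-out marker CD45, was at 8.004 ± 0.462 FPKM in *Atg5*-/- AT2-PBS and 0.232 ± 0.337 FPKM in AT2-PBS (SD, n = 3 each). *Epcam*, which encodes the marker sorted for, was called lower (-0.49), as were the AT2 genes *Abca3* (-0.63), *Lamp3* (-0.66) and *Etv5* (-0.65). *Sftpa1* (-0.34), *Napsa* (-0.31), *Slc34a2* (-0.38) and *Sftpd* (0.0253) were not called, and *Sftpb* was called higher (1.57). Whether RNA from other cells in these libraries contributes to the falls of *Acly*, *Acaca* and *Fasn* was not tested.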

Similar transcriptome and metabolic profiling analyses were also conducted in WT versus *Atg5*^−/−^ AT2 cells (Tables S5 and S6), which showed that *Eno1* mRNA expression was increased and *Acly* and *Acaca* mRNA decreased in the absence of Atg5 at steady state (Figures S5A–S5D). However, there were no observable differences between WT AT2 cells and *Atg5*^−/−^ AT2 cells in terms of CFE, sizes of organoids, or *T1α* expression in organoids (Figure S5E). This finding was consistent with the observation that *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice exhibit normal alveolar development (Figure S1).

### Absence of Glucose Transporter 1 Blocks AT2 Cell Proliferation

We next investigated the role of glucose metabolism in the regulation of AT2 cell function. We selectively eliminated Glut1 in AT2 cells by establishing *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice. Tamoxifen treatment resulted in about 50% reduction in *Glut1* expression in AT2 cells from *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice (Figure S6). AT2 cells isolated from tamoxifen-treated *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice generated fewer and smaller colonies (Figures 4A and 4B). Consistent with these data, the expression of *Sftpc* was significantly reduced in *Glut1*^*−/−*^ AT2 cultures relative to littermate controls (Figure 4C). *T1α* and *Aqp5* expression remained unchanged in cultures of *Glut1*^*−/−*^ versus WT AT2 cells (Figure 4D). Flow cytometry of total disassociated lung cells indicated that fractions of AT2 cells in the total live cell population were lower in *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice treated with tamoxifen relative to *Glut1*^*f/f*^ mice after BLM exposure (Figures 4E and 4F). CFEs of the surviving AT2 cells isolated from tamoxifen-treated *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice were significantly decreased from those produced by littermate controls (Figure 4G). Consistent with these data, the ratios of Ki67^+^pro-SPC^+^ and pro-SPC^+^ cells were lower in organoid cultures from *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice relative to those from *Glut1*^*f/f*^ mice after BLM treatment (Figure 4H). These data suggest that proliferation, but not differentiation, of AT2 cells requires Glut1 function.

**Figure 4:**
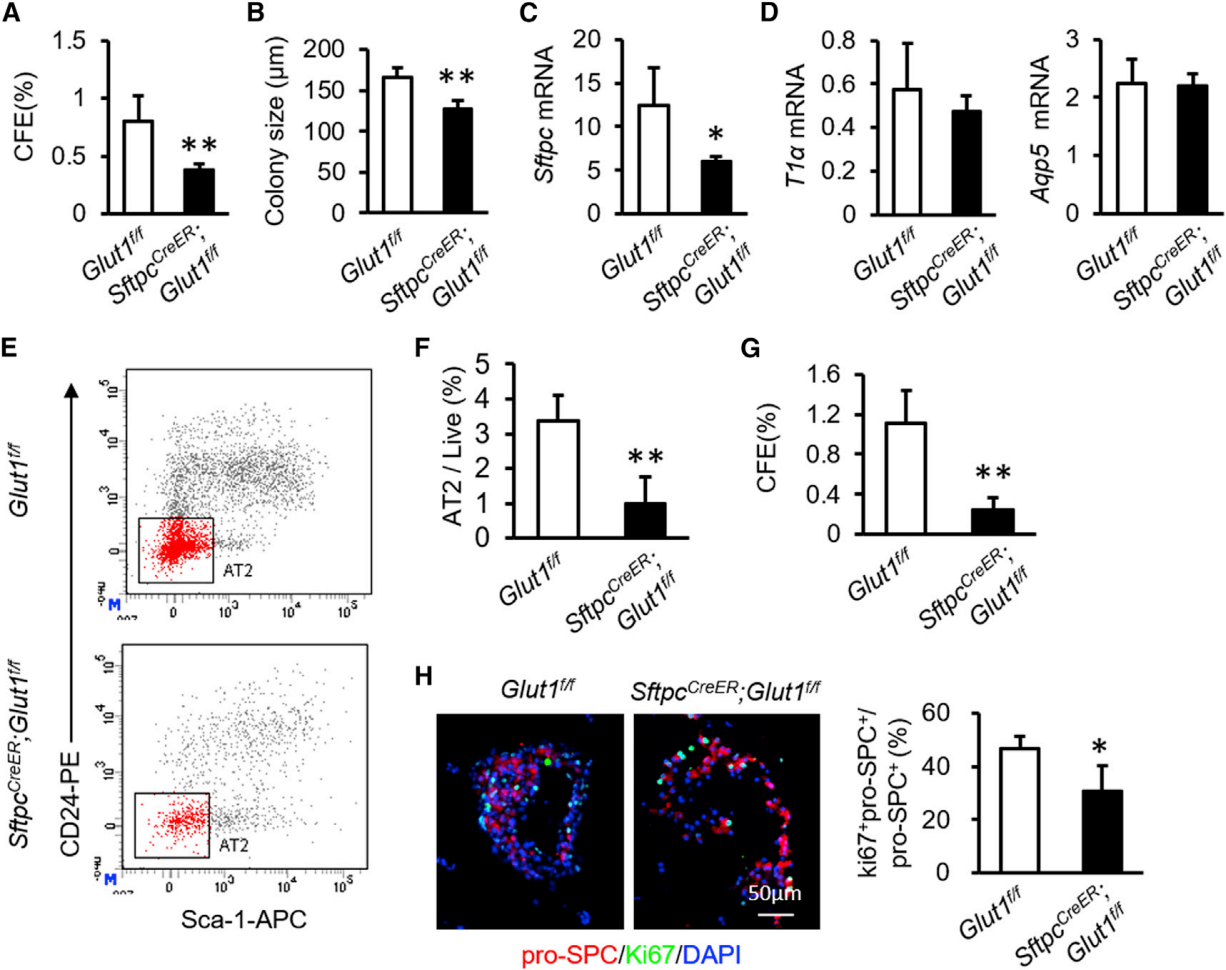
Genetic Deletion of Glut1 Inhibits AT2 Cell Proliferation (A) CFEs of AT2 cells isolated from *Atg5*^*f/f*^ or *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice at steady state (n = 5). (B) Colony sizes of organoid cultures of AT2 cells isolated from *Atg5*^*f/f*^ or *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice (n = 5). (C) *Sftpc* mRNA expression in organoid cultures (n = 5). (D) *T1α* and *Aqp5* mRNA expression in organoid cultures (n = 5). (E and F) Representative charts of flow cytometric analysis (E) and summarized abundance (F) of AT2 cells in *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice after BLM treatment relative to littermate controls (n = 5). (G) CFEs of AT2 cells isolated from *Atg5*^*f/f*^ or *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice after BLM treatment (n = 5). (H) Immunostaining of organoid cultures and quantification of Ki67^+^pro-SPC^+^ cells as a proportion of total pro-SPC^+^ cells in organoid cultures from *Atg5*^*f/f*^ or *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice after BLM treatment (n = 5). Data are representative of three independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01.

### Glycolysis and Pentose Phosphate Pathways Are Essential for AT2 Cell Proliferation

After its entry into cells, glucose is phosphorylated by hexokinase (HK) to generate G6P, which has two metabolic fates: the glycolytic pathway or the pentose phosphate pathway (Figure 5A). Therefore, we determined whether AT2 cell proliferation is influenced by the metabolic fate of glucose using selective inhibitors of enzymes involved in these two metabolic pathways. 2-Deoxy-D-glucose (2-DG), an inhibitor of HK, increased CFEs slightly at 0.5 mM, but decreased CFEs at 1.0 mM (Figure 5B). Treatment with 2-DG led to a similar reduction in CFEs of *Atg5*^−/−^ AT2 cells isolated from *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice (Figure 5B). The ratio of Ki67^+^pro-SPC^+^ to pro-SPC^+^ cells was lower in the presence of 2-DG at 1.0 mM (Figure 5C). The glycolytic inhibitor 3-bromopyruvate (3-BrPA) decreased CFEs in a dose-dependent fashion (Figure 5D). Treatment with 3-BrPA led to a reduction to a lesser extent in CFEs of *Atg5*^−/−^ AT2 cells isolated from *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice as compared with AT2 cells, suggesting that the effect of 3-BrPA on the CFEs of AT2 cells is mediated through both autophagy-dependent and autophagy-independent pathways (Figure 5D). The ratio of Ki67^+^pro-SPC^+^ to pro-SPC^+^ cells was lower in organoid cultures in the presence of 100 μM 3-BrPA (Figure 5E). CFEs were also decreased in the presence of 6-aminonicotinamide (6-AN), an inhibitor of G6PD, at 50 μM (Figure 5F). Relative to control cultures, the fraction of Ki67^+^pro-SPC^+^ over pro-SPC^+^ cells was lower in the presence of 50 μM 6-AN (Figure 5G). Relative to control mice, intraperitoneal administration of 2-DG produced a significantly enhanced fibrotic response, as illustrated by distorted alveolar structure and enhanced trichrome staining 14 days after BLM challenge (Figures 5H and 5I). These data suggest that glucose metabolism is beneficial for AT2 cell proliferation.

**Figure 5:**
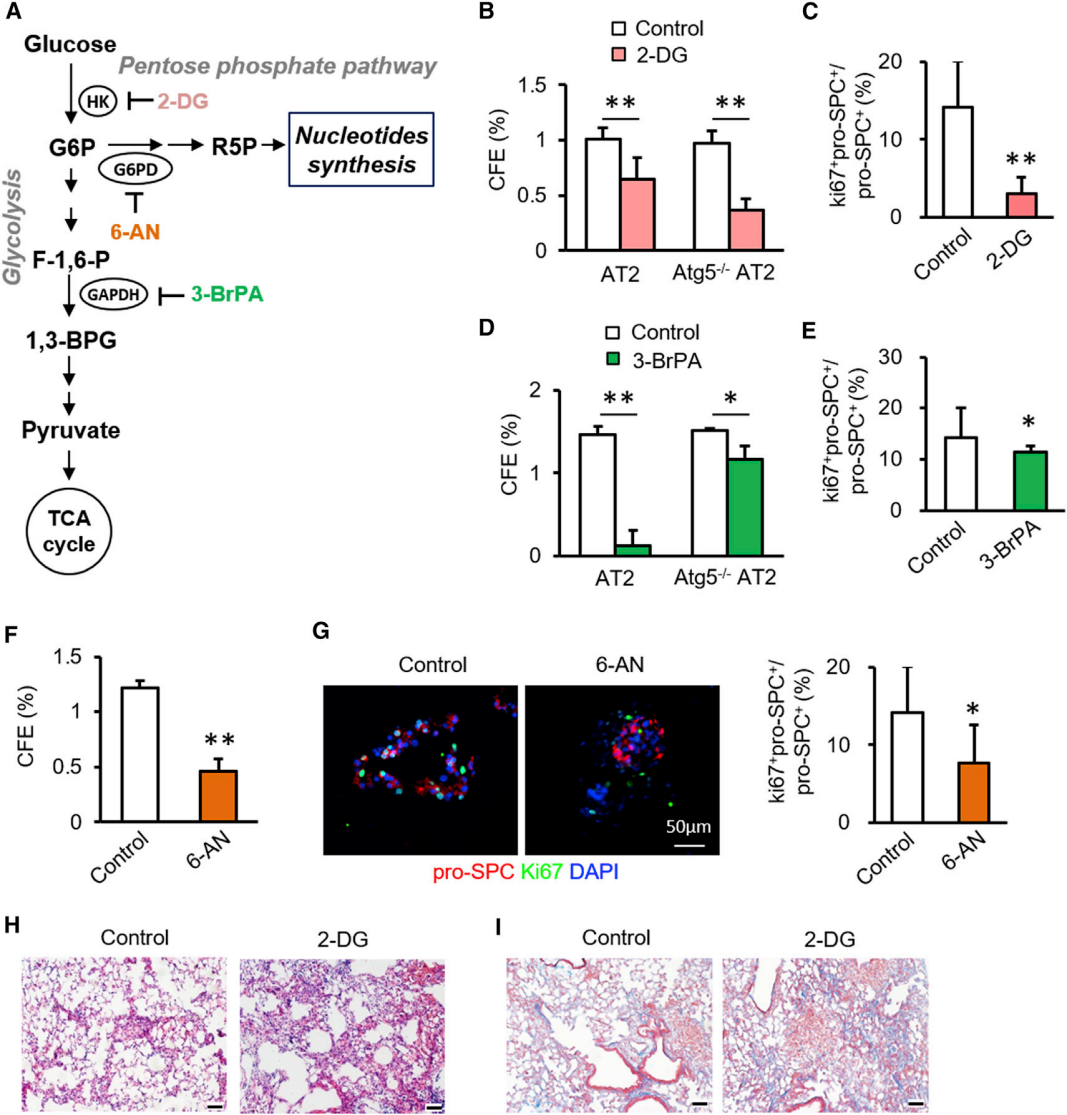
AT2 Cell Proliferation Requires Glucose Metabolism (A) Schematic of intermediates and their inhibitors associated with glycolytic and pentose phosphate pathways. (B) CFE of mouse AT2 and *Atg5*^−/−^ AT2 cells with or without 2-DG (n = 5). (C) Proportions of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in the presence and absence of 2-DG (n = 5). (D) CFE of AT2 and *Atg5*^−/−^ AT2 cultures with and without 3-BrPA (n = 5). (E) Proportions of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in organoid cultures in the presence and absence of 3-BrPA (n = 5). (F) CFE of mouse AT2 cells cultures with or without 6-AN (n = 5). (G) Immunostaining of organoid cultures and quantification of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in the presence and absence of 6-AN (n = 5). (H and I) After intratracheal instillation of BLM, *Atg5*^*f/f*^ mice were intraperitoneally injected with PBS or 100 mg/kg 2-DG. At 14 days after BLM, lungs were harvested for hematoxylin/eosin (H) and Masson trichrome (I) staining. Scale bar: 50 μm. Data are representative of two independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01.

### Inhibition of the Fatty Acid Synthesis Pathway Promotes AT2 Cell Proliferation

Citrate is converted to acetyl-CoA by Acly, which is then utilized by fatty acid synthase to produce fatty acids (Figure 6A). We next investigated the regulation of mouse AT2 cell proliferation by the fatty acid synthesis pathway. The Acly inhibitor BMS-303141 increased CFEs of AT2 cells at 50 μM (Figure 6B). This BMS-induced increase in CFE was abolished in *Atg5*^−/−^ AT2 cells isolated from *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice (Figure 6B). The ratios of Ki67^+^pro-SPC^+^ to pro-SPC^+^ cells were significantly increased in AT2 cell organoid cultures with BMS relative to control cultures (Figure 6C). Similar to BMS, the FASN inhibitor orlistat enhanced CFE (Figure 6D). The orlistat-induced increase in CFEs also was abolished in *Atg5*^−/−^ AT2 cells isolated from *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice (Figure 6B). Consistent with this, ratios of Ki67^+^pro-SPC^+^ to pro-SPC^+^ cells were increased by orlistat (Figure 6E). Because fatty acid metabolism was promoted in AT2 cells in the absence of Atg5 (Figure 3B). We observed that orlistat appeared to counteract the effects of autophagy loss on BLM-induced lung injury (Figures 6F and 6G). These data suggest that the fatty acid synthesis pathway has a negative influence on mouse AT2 cell proliferation.

**Figure 6:**
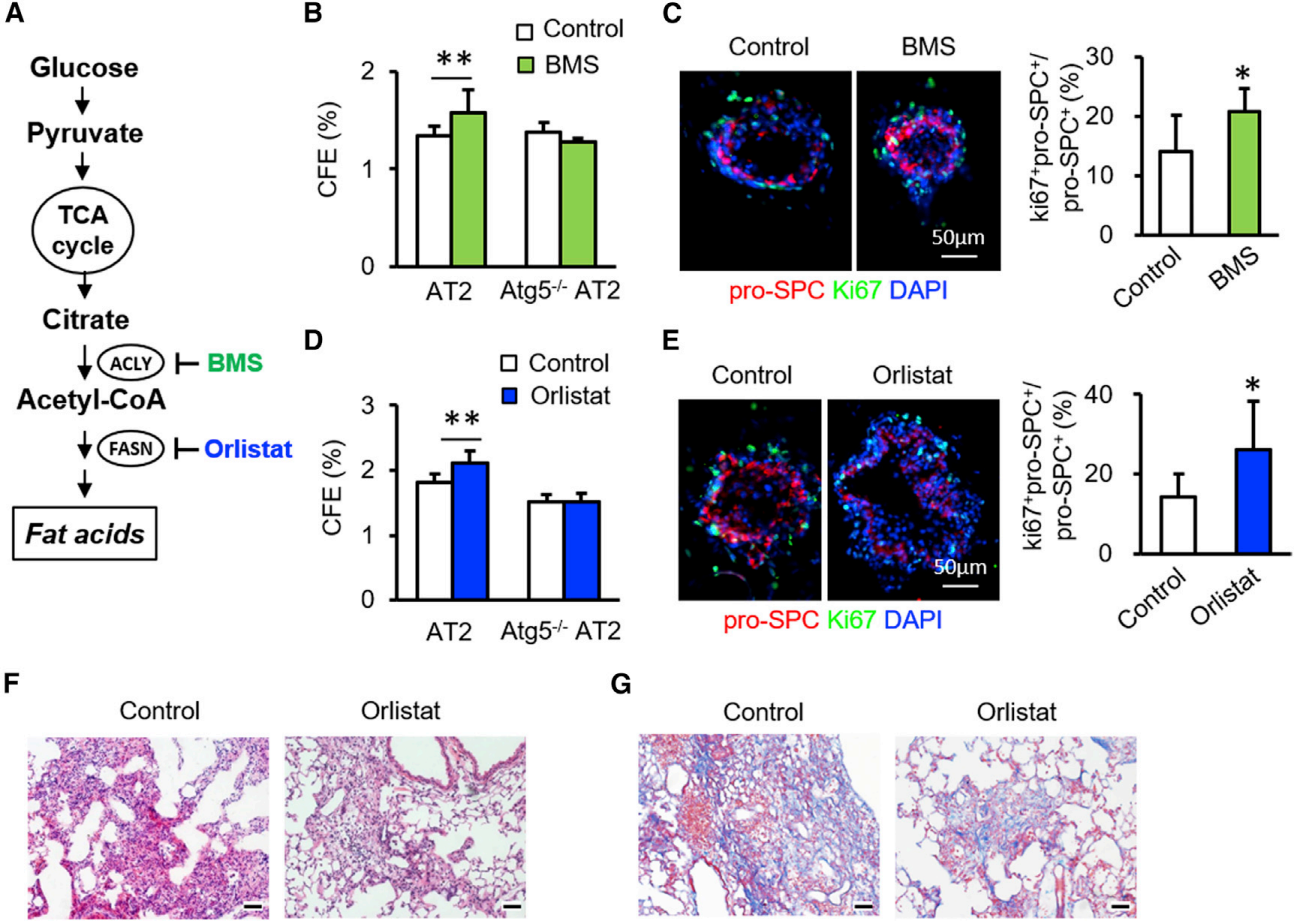
Fatty Acid Synthesis Pathway Negatively Influences AT2 Cell Proliferation (A) Schematic of intermediates and their inhibitors in fatty acid synthesis pathways. (B) CFE of mouse AT2 cultures with and without BMS (n = 5). (C) Immunostaining of organoid cultures and quantification of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in organoid cultures in the presence and absence of BMS (n = 5). (D) CFE of AT2 cell cultures with and without orlistat (n = 5). (E) Immunostaining of organoid cultures and proportions of Ki67^+^pro-SPC^+^ cells in total pro-SPC^+^ cells in organoid cultures in the presence and absence of orlistat (n = 5). (F and G) After intratracheal instillation of BLM, *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice were intraperitoneally injected with PBS or orlistat. At 14 days after BLM, lungs were harvested for hematoxylin/eosin (F) and Masson trichrome (G) staining. Scale bar: 50 μm. Data are representative of two independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01.

### Autophagy Prevents Oxidative Stress-Induced Impairment of Proliferation of AT2 Cells

The pentose phosphate pathway is an important source of antioxidants, as a result of its generation of NADPH. 

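Of the 24 pentose phosphate genes tested between *Atg5*-/- AT2-BLM and AT2-BLM, 2 were called lower and 0 higher. The called genes were *G6pdx*, at 42.1 ± 10.99 FPKM in *Atg5*-/- AT2-BLM (SD, n = 3), and *Taldo1*, with a log2 fold change of -0.51 (adjusted p = 0.621 from limma). *Fbp2* changed by -0.57 and was not called. With each sample left out in turn, the mean log2 change of the pathway lay between -0.18 and -0.0898.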

The transcriptome and metabolome analyses indicated that *Atg5* loss reduced pentose phosphate pathway activity, suggesting that autophagy may repress oxidative stress during lung injury. To further examine this, we measured the concentrations of H_2_O_2_ in bronchoalveolar lavage fluid (BALF). H_2_O_2_ levels were elevated in mice treated with BLM relative to those of control mice (Figure 7A). As predicted, *Atg5* loss in lung epithelium further promoted the production of H_2_O_2_ in BALF (Figure 7A). H_2_O_2_ significantly decreased CFE and reduced the size of AT2 organoid colonies (Figures 7B and 7C). The addition of the antioxidants glutathione (GSH) or N-acetylcysteine (NAC) counteracted the effect of H_2_O_2_ (Figures 7B and 7C). H_2_O_2_ had little effect on AT2 cell differentiation, as demonstrated by the expression of *T1α* and *Aqp5* mRNAs in organoid cultures (Figure S7). *Atg5* expression was elevated in organoid cultures in the presence of H_2_O_2_ (Figure 7D), but this elevation was abolished by addition of GSH or NAC (Figure 7D). In the presence of H_2_O_2_, *Atg5*^−/−^ AT2 cells displayed decreased CFE relative to control AT2 cells (Figure 7E). These data suggest that autophagy sustains AT2 cell proliferation by eliminating oxidative stress during BLM-induced lung injury.

**Figure 7:**
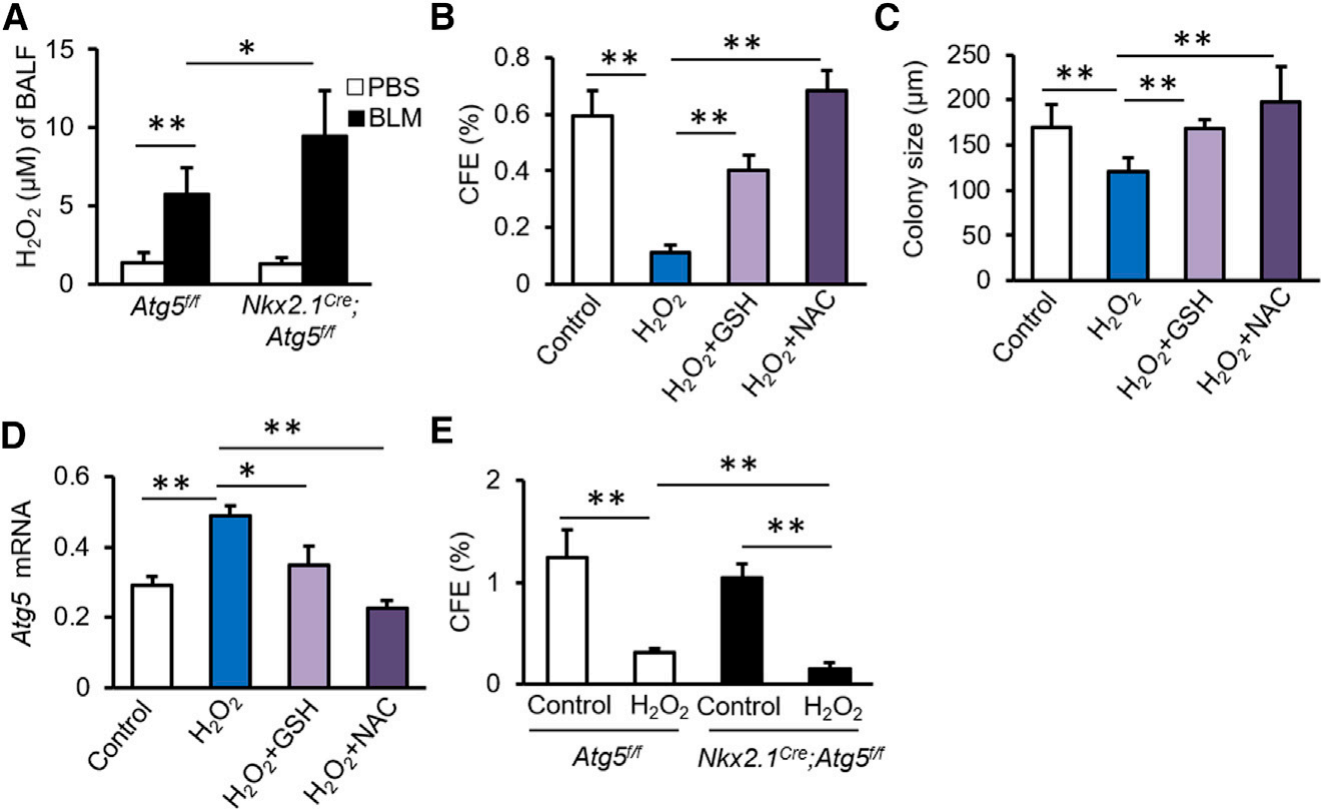
Autophagy Sustains AT2 Cell Proliferation by Repressing H_2_O_2_ Production during Injury (A) H_2_O_2_ levels in BALF from *Atg5*^*f/f*^ and *Nkx2*.*1*^*cre*^*;Atg5*^*f/f*^ mice 14 days after BLM injury (n = 5). (B) CFE of AT2 cells cultured in the presence of H_2_O_2_, H_2_O_2_ + GSH, or H_2_O_2_ + NAC (n = 6). (C) Diameters of colonies under conditions described in (B) (n = 6). (D) *Atg5* gene expression in organoid cultures under indicated conditions (n = 6). (E) CFE of AT2 cells isolated from control *Atg5*^*f/f*^ and *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice in the presence or absence of H_2_O_2_ (n = 5). Data are representative of two independent experiments with error bars representing the mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01.

## Discussion

Severe injury to the alveolar epithelium can lead to respiratory failure. Despite a growing appreciation for the protective role of autophagy in lung injury, whether it modulates the regenerative machinery in alveoli remains unknown, as do the underlying mechanisms by which it might do so. Our data demonstrate that epithelial autophagy is dispensable for lung development. After injury, however, autophagy is promoted in surviving AT2 cells to sustain proliferation and ameliorate fibrotic progression. Combined transcriptome and metabolome analyses in AT2 cells indicated that autophagy protects from BLM-induced lung injury by changing glucose and lipid metabolism.

Increased reactive oxygen species (ROS) have been described in human lung fibrosis patients and in BLM-induced mouse models of lung injury (Cheresh et al., 2013, Mouratis and Aidinis, 2011). A high level of ROS would likely induce AT2 cell senescence in lung fibrotic injury (Lehmann et al., 2017). We observed that high levels of H_2_O_2_ significantly abrogated the proliferative capacity of AT2 cells but had no effect on AT1 differentiation. Our data suggest that ROS may induce autophagy activation, which in turn limits ROS production and prevents ROS-induced lung injury. *In vitro* organoid cultures demonstrated that addition of the antioxidants N-acetylcysteine and superoxide dismutase counteracted the deleterious effects of ROS on AT2 cell proliferation. We propose that antioxidants are beneficial for epithelial repair and regeneration in the lung. Autophagy may be induced by ROS as feedback to limit ROS-induced epithelial injury.

Autophagy has been shown to be induced after birth and *Atg5* knockout mice die as newborns (Cheong et al., 2014, Kuma et al., 2004). In this study, *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice were viable, with normal lung structure and surfactant expression, suggesting that epithelial autophagy is dispensable for lung development. Transcriptome analysis indicated that expression of the glycolysis enzyme ENO1 is elevated in AT2 cells in the absence of Atg5, suggesting that autophagy may limit glucose use. This may explain the accumulation of glycogen in *Atg5*-deficient AT2 cells at steady state (Cheong et al., 2014).

During BLM-induced lung injury, glucose metabolism was promoted in AT2 cells. The conditional deletion of *Glut1* reduced proliferation of AT2 cells in organoid cultures and impaired recovery of AT2 cells *in vivo* during BLM-induced injury. We further found that the glycolytic and pentose phosphate pathways were enhanced in AT2 cells under such an injury condition.

Enhanced glycolysis may increase glycolytic ATP production, which is important for rapidly proliferating cells (Moussaieff et al., 2015). Glycolysis also shunts into the pentose phosphate pathway, limiting ROS production and providing nucleotides for cell proliferation (Vander Heiden et al., 2009). During injury repair after BLM injury, surviving AT2 cells take advantage of these two pathways to regenerate alveolar epithelium. The effects of glucose metabolism on AT2 cells appear to be mediated by both autophagy-dependent and -independent mechanisms. Glucose has recently been shown to stimulate intestinal epithelial crypt proliferation by inducing glycolysis (Zhou et al., 2018). Blockade of pyruvate entry into mitochondria increased proliferation and expanded intestinal stem cell compartments (Schell et al., 2017). Thus glycolysis, or its intermediates promote stem cell proliferation. Future studies are needed to investigate if alveolar epithelial regeneration can also be modulated by altering pyruvate metabolism.

In contrast to glucose metabolism, acetyl-CoA utilization in fatty acid synthesis negatively affects AT2 cell proliferation. Notably, the fatty acid synthesis pathway was repressed in AT2 cells during BLM-induced lung injury. These data suggest that the surviving AT2 cells regenerate alveolar epithelium after injury by repressing lipid metabolism in addition to promoting glucose metabolism. Loss of Atg5 resulted in reduced glucose metabolism, but increased lipid metabolism, suggesting that autophagy may regulate switching between these two metabolic pathways. During injury repair, autophagy is induced in the surviving AT2 cells to switch from lipid metabolism to glucose metabolism to accelerate alveolar epithelial regeneration. Autophagy is an essential cellular process that recycles cytoplasmic components (Herzig and Shaw, 2018). Lipid metabolic pathways have been reported to inversely regulate autophagy (Marino et al., 2014). Thus, lipid metabolism and autophagy could coordinate in the fashion of positive feedback in alveolar regeneration during stress conditions. Fatty acid is generally utilized to synthesize at least three kinds of lipids, including sphingolipids and eicosanoids, in addition to phospholipids that are essential for growth-associated lipid synthesis for cell membranes (Baenke et al., 2013). Future studies are needed to test whether or not synthetic pathways of sphingolipids and eicosanoids play a negative role in regulating alveolar epithelial regeneration.

In summary, the present findings reveal a crucial role for autophagy in alveolar epithelial regeneration. Basal autophagy is dispensable for lung development and AT2 cell functions. After injury repair, autophagy is induced in the surviving AT2 cells for their proliferation. AT2 cell proliferation is positively regulated by glucose metabolism but is negatively affected by lipid metabolism. Autophagy switches lipid metabolism to glucose metabolism to secure epithelial regeneration after injury. Our results elucidate an important link between autophagy, metabolism, and alveolar progenitor cell function, and could provide a clue to better understand lung homeostasis and injury repair.

## Experimental Procedures

### Mice

C57BL/6J mice were purchased from Beijing Huafukang Bioscience. *Nkx2*.*1-Cre* mice were purchased from The Jackson Laboratory (Bar Harbor, ME). *Atg5*^*f/f*^ mice were originally obtained from RIKEN BRC through the National Bio-Resource Project of the MEXT in Japan. *Nkx2*.*1-Cre* mice were crossed with *Atg5*^*f/f*^ mice to generate *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice. *Sftpc*^*CreER*^ mice were purchased from The Jackson Laboratory (stock no. 028054). *Atg5*^*f/f*^ mice were crossed with *Sftpc*^*CreER*^ mice to generate *Sftpc*^*CreER*^*;Atg5*^*f/f*^ mice. *Glut1*^*f/f*^ mice, generated as described previously (Young et al., 2011), were crossed with *Sftpc*^*CreER*^ mice to generate *Sftpc*^*CreER*^*;Glut1*^*f/f*^ mice. Tamoxifen was injected intraperitoneally at 50 mg/kg once daily for 5 days to induce knockdown of Atg5 or Glut1 in mouse AT2 cells. All mice were housed in a specific pathogen-free facility at Tianjin University Haihe Hospital. All mice were exposed to an alternating 12-h light/dark cycle and had free access to food and water. Age- and sex-matched mice were randomly grouped. Eight- to 12-week-old male mice were used in BLM-induced lung injury experiments. All mice were treated with strict adherence to the protocol (no. 2015HHLL06) approved by the Tianjin University Haihe Hospital Animal Care and Use Committee.

### BLM-Induced Lung Injury

BLM treatment was performed as described previously (Chen et al., 2012). In brief, mice were anesthetized and then intratracheally instilled with 2 U/kg BLM (Nippon Kayaku, Tokyo, Japan) with a 25-gauge needle inserted between the cartilaginous rings of the trachea. Control animals received PBSalone. Mice were allowed to recover after the tracheostomy site was sutured. At designated times after BLM instillation, mice were euthanized, and lung tissues were harvested for immunohistochemistry or RNA isolation. To harvest BALF, the trachea was cannulated and lavaged two times with 1-mL sterile PBS at room temperature. Cells were pelleted at 600 × *g* for 15 min and supernatants were collected for hydrogen peroxide (H_2_O_2_) measurement.

### Fibroblast Cultures

The MLg2908 mouse lung fibroblast cell line (CCL-206, ATCC) was cultured in DMEM (Gibco, Franklin Lakes, NJ) supplemented with 10% fetal bovine serum (FBS) (Gibco), 100 IU/mL penicillin, and 100 μg/mL streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_.

### Mouse Lung Disassociation and Flow Cytometry

Lung single-cell suspensions were generated by elastase digestion and stained for FACS as described previously (Chen et al., 2012). In brief, mouse lungs were perfused once with 1 mL PBS and minced in a solution with elastase (4 U/mL; Worthington Biochemical Corporation, Lakewood, NJ), followed by incubation with DNase I (100 U/mL; Sigma-Aldrich, St. Louis, MO) for 15 min at 37°C. The resulting cell suspension was filtered through a 100-μm cell strainer (Falcon; BD Biosciences, San Jose, CA) for flow cytometry. Red blood cell lysis buffer was added to remove erythrocytes. Cell pellets were resuspended in Hank's balanced salt solution (HBSS) supplemented with 2% FBS, 10 mM HEPES, 0.1 mM EDTA, 100 IU/mL penicillin, and 100 μg/mL streptomycin (HBSS-plus). Flow cytometry was performed with primary antibodies against CD31-biotin, CD34-biotin, CD45-biotin, CD24-phycoerythrin (PE), anti-epithelial cellular adhesion molecule (EpCAM)-PE-Cy7, and Sca-1-allophycocyanin. The secondary antibody was against streptavidin. All antibodies were from eBioscience (San Diego, CA). Cells were stained for approximately 45 min in the dark on ice. After one wash with HBSS-plus, 7-amino-actinomycin D was added to label dead cells. Flow cytometry analysis was performed using single-color controls for compensation and established gating strategies based on isotype-negative controls on a FACSAria III sorter (BD Immunocytometry Systems, San Jose, CA). Mouse AT2 cells, defined as CD31^−^CD34^−^CD45^−^(Lin^−^) EpCAM^+^CD24^−^Sca-1^−^, were sorted in HBSS-plus for functional experiments, including 3D organoid cultures. Alternatively, cells were harvested and lysed with TRIzol reagent for RNA analysis, or with the miRNA Isolation Kit (1561; Ambion, Austin, TX) for gene sequencing, or frozen in liquid nitrogen for metabolite analysis by gas chromatography-mass spectrometry (GC-MS).

### Organoid Cultures

Flow-sorted mouse Lin^−^EpCAM^+^CD24^−^Sca-1^−^ AT2 cells were co-cultured with MLg fibroblasts as described previously (Chen et al., 2012). In brief, 2 × 10^4^ AT2 cells and 2 × 10^5^ MLg fibroblasts were mixed in 100 μL Matrigel/basic medium (1:1). The basic medium consisted of DMEM/F12 medium (Cellgro, Manassas, VA), 10% FBS, 1% insulin-transferrin-selenium supplement (Sigma-Aldrich), 100 IU/mL penicillin, and 100 μg/mL streptomycin. The cell suspension was seeded in 24-well Transwell filter inserts (Becton Dickinson, Franklin Lakes, NJ) in a 24-well flat-bottom culture plate containing 410 μL basic culture medium (BM + SB431542). Cultures were incubated at 37°C in a humidified atmosphere of 5% CO_2_, with daily replacement of the medium. Colonies were visualized with an IX73 inverted fluorescence microscope (Olympus, Tokyo, Japan). Colonies with diameters ≥100 μm were counted and the CFE was calculated as the number of colonies in each insert as a percentage of the number of input AT2 cells at day 10 after seeding. For optimal embedding and sectioning, the Matrigel disks were fixed with freshly made 4% paraformaldehyde in PBS for 1 h at 4°C and embedded in O.C.T. medium after a brief wash with PBS. Embedded colony disks were sliced at a thickness of 5 μm for staining. For gene expression analysis, TRIzol (Invitrogen, Carlsbad, CA) was added to the Matrigel disks and RNA was extracted following the manufacturer's instructions.

### RNA Extraction and qPCR

Total RNA was extracted from AT2 cells or lung tissues with TRIzol reagent (Invitrogen) following the manufacturer's instructions. For qPCR, 0.2 μg total RNA was reverse transcribed with SuperScript III reagents (Invitrogen) with oligo-d(T) (Takara Bio, Shiga, Japan) and random hexamer (Takara Bio) primers. Real-time qPCR was performed using SYBR Green Supermix (Applied Biosystems, Foster City, CA) with the Light Cycler 96 Real-Time PCR system (Roche Diagnostics, Indianapolis, IN). PCR conditions were 95°C for 2 min, 40 cycles of 95°C for 10 s, 60°C for 20 s, and 72°C for 20 s. The relative expression levels of each gene of interest were normalized using the level of E-cadherin in the same sample. Fold changes in target-gene expression were calculated using the 2^ΔΔCt^ method. Primer sequences are shown in Table S7.

### RNA-Seq

RNA was extracted from AT2 cells sorted from PBS-treated WT mice (AT2-PBS), BLM-exposed WT mice (AT2-BLM), and BLM-exposed *Nkx2*.*1*^*Cre*^*;Atg5*^*f/f*^ mice (*Atg5*^−/−^AT2 -BLM) using the mirVana miRNA Isolation Kit (Ambion). RNA integrity was assessed using a model 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and samples with RNA integrity >7 were chosen for library preparation. Libraries were constructed using a TruSeq Stranded mRNA Kit (Illumina, San Diego, CA), followed by the Agencourt AMPure XP with an Illumina HiSeq 2500. FASTQ files were assessed for quality using the FastQC program (Babraham Bioinformatics, Cambridge, UK), and low-quality reads were removed with Trimmomatic software. FASTQ files were aligned against the mouse reference genome (mm9) using the STAR aligner. Gene counts are represented as counts per fragment per kilobase of exon per million fragments mapped using Cufflinks software and normalized with DESeq software. Significantly differentially expressed genes were selected using p value < 0.05 and fold change ≥ 1.4. Principal-component analysis and heatmaps were generated in R. We conducted analyses of enriched KEGG pathways using the MetaboAnalyst 4.0 webservice (http://www.metaboanalyst.ca). The accession number for RNA-seq data reproted in this paper is GEO: GSE143212.

### Metabolomic Analysis

AT2 cells were added to 1.5-mL centrifuge tubes with 1 mL methanol and 20 μL internal standard containing 0.3 mg/ml L-2-chloro-phenylalanine. After addition of chloroform (200 μL), samples were processed for ultrasonic extraction for 20 min. Extracts were cleared at 13,000 × *g* for 10 min at 4°C. The resultant supernatants were transferred into glass vials and the contents evaporated. We added 80 μL methoxyamine hydrochloride dissolved in pure pyridine (15 mg/mL) to each vial, vortexed for 2 min, and placed the vials into a 37°C shaker-incubator to allow oxidation for 90 min. To each sample, 80 μL of N,O-bis(trimethylsilyl) trifluoroacetamide containing 1% trimethylsilyl chloride-derived reagents and 20 μL n-hexane was added. Each sample was vortexed for 2 min and reactions were allowed to proceed for 60 min at 70°C. Samples were cooled at room temperature for 30 min and 1-μL aliquots used for GC-MS analysis (Agilent Technologies). Separation was carried out on a nonpolar DB-5 capillary column (30 m × 250 μm; Agilent Technologies) with high-purity helium as the carrier gas at a constant flow rate of 1.0 mL/min. The GC temperature programming began at 60°C, continued with 8°C/min oven temperature ramped to 125°C, then 5°C/min to 210°C, 10°C/min to 270°C, and 20°C/min to 305°C. The electron impact ion source was held at 230°C with a filament bias of 70 eV.

GC-MS data from GC-MS was analyzed with Chroma TOF software (v. 4.34, LECO Corporation, Saint Joseph, MI). In brief, the dataset was normalized using the sum intensity of the peaks in each sample, then imported into the SIMCA software package (v.14.0; Umetrics, Umeå, Sweden). Principal-component analysis and (orthogonal) partial least-squares-discriminant analysis (OPLS-DA) were carried out to visualize the metabolic differences between groups. We used variable importance in the projection (VIP) to rank the overall contribution of each variable to the OPLS-DA model and considered variables with VIP > 1.0 as differential variables. We determined metabolites with both multivariate and univariate statistical significance (VIP > 1.0 and p < 0.05) as differential metabolites. The variation factor of different metabolites in the two groups was calculated as fold change. Joint pathway analysis of differential metabolites and transcripts identified in RNA-seq was performed using webservice MetaboAnalyst 4.0 (http://www.metaboanalyst.ca).

### Immunofluorescence

O.C.T.-embedded, 5-μm-thick cryosections of colonies were processed for antigen retrieval in citric acid (10 mM [pH 6]), followed by blocking with 5% BSA in 0.2% Triton X-/PBS for 30 min at room temperature. Primary antibodies were incubated overnight at 4°C: pro-SPC (1:200, Millipore, Billerica, MA), anti-Ki67 (1:200, eBioscience). Fluorochrome-conjugated secondary antibody (1:200, Invitrogen) was incubated at room temperature for 120 min. After washing with PBS, sections were mounted with Fluoromount G containing DAPI. Stained sections were imaged using a TCS SP5 confocal microscope (Leica, Wetzlar, Germany) or an IX73 inverted fluorescent microscope (Olympus, Tokyo, Japan). Three or more fields were picked randomly from each colony section for analysis.

### Hematoxylin and Eosin Staining

Lung sections were deparaffinized twice for 10 min with xylene and rehydrated through a series (100%, 95%, and 75%) of alcohol solutions followed by distilled water (10 min each). Rehydrated sections were stained in hematoxylin (322350; ZSQB-BIO, Beijing, China) for 3 min, rinsed in warm water for 10 min, dehydrated twice through 95% alcohol (2 min each), stained in eosin solution (ZLI9613; ZSQB-BIO) for 30 s, dehydrated through 95% and 100% alcohol solutions (3 min each), and cleared in xylene (5 min twice). Slides were mounted with neutral balsam and imaged using an IX73 microscope. Three or more fields were picked randomly from each colony section for analysis.

### Masson Trichrome Staining

Rehydrated sections received a drop of Masson compound stain solution for 5 min. The dye was removed with distilled water. A drop of phosphomolybdic acid stain was added for 5 min and then removed. A drop of aniline blue was added, left for 5 min, and rinsed with distilled water. A drop of differentiation liquid was added for 30–60 s. Sections were dehydrated using 95% and 100% ethanol (3 min each) and cleared using two washes with xylene (5 min each). Slides were mounted with neutral balsam and imaged using an IX73 microscope. Three or more fields were picked randomly from each colony section for analysis.

### Statistical Analyses

Data are representative of three or more independent experiments and are expressed as means ± SD. Student's t test was adopted to calculate p values between experimental and control groups. A p value < 0.05 was considered statistically significant. Mice were randomly assigned to control or experimental groups, with inclusion criteria dependent upon sex and age. Sample size for mouse experiments was determined based on pilot experiments. Outside of technical errors, no mice were excluded from the statistical analyses. Data were normally distributed, with no significant variance between groups.

## Author Contributions

X.L., Q.W., X.S., and H.C. designed the experiments and wrote the manuscript with input from co-authors. X.L. and J.W. performed all experiments. Q.Z., Yu Li, Yue Li, and K.L. helped animal studies. J.W., X.L., X.S., Q.W., and H.C. analyzed the data. E.D.A. provided *Glut1*^*f/f*^ mice and revised the manuscript. All authors discussed the results and commented on the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

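RNA of sorted mouse AT2 cells was measured in 4 groups of 3 samples, AT2-PBS, AT2-BLM, *Atg5*-/- AT2-PBS and *Atg5*-/- AT2-BLM. The authors sequenced stranded mRNA libraries, checked reads with FastQC, removed low-quality reads with Trimmomatic, aligned them to mm9 with STAR and computed FPKM per gene with Cufflinks. The deposited FPKM values come with gene names and KEGG pathways in the same table. The paper states a normalization with DESeq, and its text does not say whether these FPKM include it. FPKM sums differed between samples, so no scaling to a common sum is in the values. Group membership came from the sample titles and descriptions and from the paper. AT2-PBS replicate 3 has another number in its description than in its title, and the title was used.

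Values were read for 21878 genes, of which 10675 with FPKM of at least 1 in at least 3 samples were tested. Log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), all 12 samples in 1 fit. A gene was called at an unadjusted p under 0.05 and a fold change of at least 1.4, which are the paper's criteria, and the number with a Benjamini-Hochberg adjusted p under the same threshold is given beside it. The 7 pathways the paper names were tested with limma's fry, adjusted over the 7, with the table's KEGG annotation as gene sets. The comparison of the BLM effect between genotypes (the interaction) used the same fit. Its pathway results, and those of *Atg5*-/- AT2-PBS against AT2-PBS, were added after seeing the data.

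The genes named are those the paper names, the 3 largest rises and falls of each comparison with an adjusted p under the threshold and ranges that do not overlap, and the pathway members with the largest change. This rule, the designs and the alternatives were set before the data were examined. *Ear10*, *Ins2*, *Eif2s3y* and *Eno1b* were named after their values were seen. *Gapdh*, *Dcn*, *Col1a2*, *Scgb3a1*, *Scgb3a2*, *Acta2* and *Tppp3* are also outside this rule. So are *Abca3*, *Lamp3*, *Etv5*, *Sftpa1*, *Napsa* and *Slc34a2*. The list of liver and islet genes was written after the data were examined. Coordinates are those of the GENCODE annotation of mm9 (NCBIM37).

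On simulated data with 200 changed genes, the test called 97% of genes changed 4-fold and 94% of genes changed 2-fold. The changed genes were drawn only from those with higher mean expression, and the simulated noise was independent between samples. Calls were at the unadjusted criterion. These shares therefore do not give the power for genes with low FPKM, such as *Acaca*, or for adjusted p. In a simulated contrast with no change, 335 genes (3.14%) were called and 0 passed the adjustment.

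The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, median-ratio scaling, scaling to *Cdh1*, a fit of only the compared groups, a replicate block, no mean-variance trend, adjusted p, a fold change of at least 2, camera in place of fry, a hand-written gene list per pathway, and each sample left out in turn. *Cdh1* encodes E-cadherin, the reference of the paper's qPCR. Y-linked expression as a covariate was added after seeing the data. The pairing behind the replicate block comes from the replicate numbers in the sample titles. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

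Pearson correlations of log2 values within groups, across genes, were between 0.938 and 0.987. No read counts were used, so the absolute depth is unknown, with relative depths between 1 and 1.15 from the steps of low values, and no interval for counting error is given. The metabolite profiles and qPCR of the paper were not analysed here. 27 genes whose names had been turned into dates were kept under the names in the table.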

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

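The tests of Y-linked, islet and leukocyte genes and of the sum of *Eno1* and *Eno1b*, the relabelings of the pathway interactions and the counts of distinct labelings, were chosen only after those results were seen.

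The interaction term compared the effect of BLM between genotypes. At the paper's criterion, 2156 genes were called for this difference, 842 of them with an adjusted p under 0.05 from limma. When group labels were permuted within replicate numbers, 7 of 100 labelings, the real one included, gave as many genes. Of these 7, 3 set the samples against each other as the effect of BLM or of genotype does, so the share is not that of chance alone. Some labelings repeat, and of 64 distinct contrasts, 3, the real one included, gave as many genes. *Eno1* had an interaction of -2.54 (adjusted p = 0.0289 from limma), and the sum of *Eno1* and its copy *Eno1b* one of -2.13, so reads shared between both copies do not account for it. *Fasn* had an interaction of 1.53 (adjusted p = 0.013 from limma). The called genes include *Mup3* (-6.43) and *Ptprc* (-2.38), which were higher in *Atg5*-/- AT2-PBS than in AT2-PBS. RNA from other cells in those libraries may therefore contribute to the number of called genes. Whether it contributes to the interactions of *Eno1* and *Fasn* was not tested.

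Of 7 pathways, 4 passed by this term, with a mean log2 interaction of -0.59 for glycolysis, -0.56 for pentose phosphate, -0.68 for glutathione metabolism and 0.46 for fatty acid synthesis (adjusted p from limma's fry 0.0143, 0.03, 0.00613 and 0.03, with 35 of 50, 17 of 24 and 31 of 48 genes negative and 4 of 7 positive). These results were added after seeing the data. With each sample left out in turn, glycolysis and glutathione metabolism passed in all 12 fits, pentose phosphate in 6 and fatty acid synthesis in 4, with an adjusted p of up to 0.0745 and 0.0765 from limma for the last 2, within 0.0109 to 0.253 and 0.011 to 0.253 over all settings. Wnt signaling (0.12), phosphatidylinositol signaling (0.11) and insulin signaling (-0.14) did not pass by fry (adjusted p 0.39, 0.498 and 0.39 from limma). Wnt and phosphatidylinositol signaling passed by camera (adjusted p 0.0103 and 0.0124 from limma), the 3 passed after quantile normalization, where insulin signaling turned to 0.0929, and Wnt signaling passed in 1 fit with a sample left out. Over 21 settings their adjusted p ranged from 0.0103 to 0.988 for Wnt, 0.0124 to 0.988 for phosphatidylinositol and 0.0143 to 0.706 for insulin signaling.

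Of 100 labelings, 1 gave a mean interaction as large for glycolysis, 1 for pentose phosphate, 5 for glutathione metabolism, 1 for fatty acid synthesis, 40 for Wnt, 17 for phosphatidylinositol and 35 for insulin signaling, the real one included. The labelings hold 64 distinct contrasts, of which 2, the real one included, gave a mean as large for glutathione metabolism. Labelings keep part of the real differences between groups, so these shares are not those of chance alone. The interaction is the change with *Atg5* loss during BLM minus that in PBS-treated mice. The changes were -0.14 during BLM and 0.45 in PBS-treated mice for glycolysis, -0.13 during BLM and 0.43 in PBS-treated mice for pentose phosphate, -0.19 during BLM and 0.49 in PBS-treated mice for glutathione metabolism and 0.16 during BLM and -0.30 in PBS-treated mice for fatty acid synthesis, so the larger part of each of these 4 interactions lies in the PBS groups. In PBS-treated mice the 4 passed (adjusted p 0.035, 0.0489, 0.00314 and 0.0365 from limma's fry), and during BLM none did. With single samples left out, they passed in 2, 1, 6 and 1 of 6 fits in PBS-treated mice. Whether RNA from other cells in the *Atg5*-/- AT2-PBS libraries contributes to these pathway differences was not tested, so they cannot be told apart from it.

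Of the markers that the sort excluded, some differed. *Ly6a*, which encodes Sca-1, had an interaction of -6.18, *Cd34* of -2.70 and *Ptprc*, which encodes CD45, of -2.38. *Cd24a* (-1.22, adjusted p = 0.0728 from limma) was called and did not pass the adjustment, and *Pecam1*, which encodes CD31, was not called (-0.84, adjusted p = 0.695 from limma). Between AT2-BLM and AT2-PBS, *Ly6a* (5.37), *Cd34* (1.48), *Pecam1* (1.76) and *Ptprc* (0.60) were called higher and *Cd24a* (-0.74) lower. Of these, *Ly6a* and *Cd34* passed the adjustment. *Ptprc* had a mean of 8.00 FPKM in *Atg5*-/- AT2-PBS, above each AT2-PBS sample. A candidate explanation is RNA from leukocytes. A list of leukocyte genes had a median log2 change of 3.32 in *Atg5*-/- AT2-PBS relative to AT2-PBS, with 11 of 12 genes higher, at percentile 100 of 10000 random lists matched on expression. In *Atg5*-/- AT2-BLM relative to AT2-BLM, where *Ear10* was the gene that passed the adjustment (2.49), the list's median was 0.50, at percentile 100. Whether leukocyte RNA carries *Ly6a* and *Cd34* was not tested. Genes outside this list, named after their values were seen, also rose in *Atg5*-/- AT2-PBS. They include *Dcn* (3.18), *Col1a2* (2.91), *Scgb3a1* (5.19) and *Scgb3a2* (2.90), while *Acta2* (0.28) and *Tppp3* (-0.19) were not called. No list of other lung cells was tested, so leukocytes are not singled out as the source. A change of gene expression within AT2 cells was not separated from leukocyte RNA by this test.

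*Mup3*, a gene the paper does not discuss, rose by 6.26 on the log2(FPKM + 1) scale in *Atg5*-/- AT2-PBS relative to AT2-PBS. A candidate explanation is RNA from liver. All 20 genes of a liver list rose, with a median of 4.13 at percentile 100 of the random lists. *Mup3* was at 65.3 FPKM in AT2-PBS replicate 1, 1.05 in replicate 2 and 0 in replicate 3, and between 30.5 and 125 in AT2-BLM, so the transcript is not confined to *Atg5*-/- AT2-PBS. No biological explanation was tested.

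*Ins2* reached 2003 FPKM. A candidate explanation is RNA from pancreatic islets. Of 11 other islet genes, 0 were at FPKM of at least 1 and above every other library in each of the 4 libraries with *Ins2* at FPKM of at least 1. With a cutoff of 1000 FPKM, chosen after that result was seen, 10 of 11 were, in 3 libraries, which are AT2-PBS replicate 1 and *Atg5*-/- AT2-PBS replicates 1 and 2. In these *Ins2* lay between 1949 and 2003 FPKM. Whether islet RNA in these libraries contributes to the means of insulin signaling was not tested. No biological explanation was tested.

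*Eif2s3y*, a Y-linked gene, reached 13.1 FPKM. Y-linked genes were expressed in 5 libraries and not in 7, where the highest value was 0.53 FPKM. The libraries without them listed 134 more genes above 0 at the median over all groups, but within groups the difference was 1124 in AT2-PBS, -378 in AT2-BLM and -260 in *Atg5*-/- AT2-BLM, so the number of genes listed does not settle whether their depth was lower. From the steps of low values, the lowest depth of a library without Y-linked expression was 0.867 times the highest of a library with it, which goes against low depth as the cause. The X-linked partners of these genes were 0.54 higher on the log2 scale in those libraries within groups (exact one-sided permutation test, p = 0.037, the smallest that the 27 arrangements allow). The libraries may therefore come from mice of both sexes, while the paper's methods give male mice for BLM experiments. Every *Atg5*-/- AT2-PBS library was without Y-linked expression, so sex and genotype cannot be fully told apart in the comparison with AT2-PBS.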

How the results depend on the processing

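The splits for pathways with *Atg5* loss in PBS-treated mice were chosen only after those results were seen.

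At an adjusted p under 0.05, 1856 genes were called with BLM, 1 with *Atg5* loss during BLM, 1195 with *Atg5* loss in PBS-treated mice and 842 for the interaction. At a fold change of at least 2, the counts were 982, 101, 1113 and 1328. With Y-linked expression as a covariate, chosen after seeing the data, 831 genes were called with *Atg5* loss during BLM and 629 changed the opposite way from BLM. Without 1 sample at a time, the counts ranged from 2640 to 3179 with BLM, 379 to 807 with *Atg5* loss during BLM, 1758 to 2258 with *Atg5* loss in PBS-treated mice and 1833 to 2507 for the interaction, and 250 to 547 genes changed the opposite way.

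Scaling moved the split of called genes. With BLM, 2202 higher and 829 lower became 1235 higher and 1398 lower after quantile normalization and 1470 higher and 1303 lower after median-ratio scaling. With *Atg5* loss during BLM, 218 higher and 333 lower became 268 higher and 261 lower after median-ratio scaling. With *Atg5* loss in PBS-treated mice, 1507 higher and 551 lower became 1177 higher and 1587 lower after quantile normalization, and for the interaction 536 higher and 1620 lower became 1362 higher and 1123 lower. The median change of all genes moved with quantile normalization from 0.17 to -0.0153 with BLM, from 0.0188 to -0.17 with *Atg5* loss in PBS-treated mice and from -0.0906 to 0.15 for the interaction, and with median-ratio scaling to 0.0352 with BLM.

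Pathway results also changed. With BLM, pentose phosphate was 0.15 after quantile normalization, 0.36 in a fit of only the groups compared and 0.36 tested by camera, and it no longer passed in these settings. Glycolysis (0.40) and glutathione metabolism (0.45) did not pass by camera, and glutathione metabolism did not after median-ratio scaling (0.30). Wnt signaling passed by camera (-0.15), after quantile normalization (-0.32) and after median-ratio scaling (-0.29). Fatty acid synthesis passed after median-ratio scaling (-0.35) and reversed with the hand-written list (0.0589). Insulin signaling reversed after quantile normalization (-0.13) and median-ratio scaling (-0.0854). With *Atg5* loss during BLM, fatty acid synthesis was -1.0e-05 with the hand-written list, and insulin signaling reversed to 0.0183 with a pseudocount of 0.1, 0.038 after quantile normalization and 0.0327 after median-ratio scaling. For the interaction, glycolysis did not pass after quantile normalization (-0.36) or with the hand-written list (-0.66), pentose phosphate after quantile normalization (-0.33), by camera (-0.56) or with the hand-written list (-0.29), and fatty acid synthesis without the filter (0.27) or with the hand-written list (0.22). Wnt signaling passed for the interaction after quantile normalization (0.36) and by camera (0.12), as did phosphatidylinositol signaling (0.35 and 0.11), and insulin signaling reversed after quantile normalization (0.0929). With *Atg5* loss in PBS-treated mice, glycolysis did not pass after quantile normalization (0.29), with the covariate (0.43), by camera (0.45) or with the hand-written list (0.48), pentose phosphate in the same settings (0.28, 0.40, 0.43 and 0.0896) or with a pseudocount of 0.1 (0.55), and fatty acid synthesis without the filter (-0.17) or with the hand-written list (-0.22). Wnt (-0.30 and -0.0901) and phosphatidylinositol signaling (-0.29 and -0.072) passed after quantile normalization and by camera. Phosphatidylinositol signaling reversed with a pseudocount of 0.1 (0.00631) and insulin signaling after quantile normalization (-0.0549), where it passed. The cause was not tested.

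Across the fits that each left out one sample, the mean with BLM ranged from -0.26 to -0.0996 for Wnt signaling, -0.0977 to 0.0156 for phosphatidylinositol signaling and -0.0158 to 0.14 for insulin signaling, and Wnt signaling passed in 1 of 6 fits. With *Atg5* loss during BLM it ranged from -0.0212 to 0.14, -0.011 to 0.10 and -0.0482 to 0.0589 for the same pathways. The interaction ranged from -0.66 to -0.49 for pentose phosphate, 0.38 to 0.55 for fatty acid synthesis and 0.0689 to 0.23 for Wnt signaling, and did not pass in 6, 8 and 11 of 12 fits. With *Atg5* loss in PBS-treated mice, the mean ranged from 0.39 to 0.54 for glycolysis, 0.36 to 0.53 for pentose phosphate and -0.40 to -0.24 for fatty acid synthesis, and did not pass in 4, 5 and 5 of 6 fits.

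Over 78 changes of single genes, settings other than leaving a sample out kept the direction and call of 639 values, made 24 stronger and 18 weaker, and reversed 8. With BLM, *Atg5* changed by 0.11 and was not called. It reversed to -0.0823 after quantile normalization, -0.0455 after median-ratio scaling and -0.11 scaled to *Cdh1*. With *Atg5* loss in PBS-treated mice, *Atg5* was 0.21 and *Slc2a1* 0.17 scaled to *Cdh1*, and *Sftpd* was -0.39 after quantile normalization, -0.0197 after median-ratio scaling and -0.0321 with the covariate. With single samples left out, *Atg5* with BLM ranged from -0.18 to 0.29. In *Atg5*-/- AT2-BLM against AT2-BLM, *Pgam2* ranged from -0.77 to 0.12, *Acly* from -0.00519 to 0.58, *Fads1* from -0.16 to 0.41, *Fads2* from -0.18 to 0.30, *Fads3* from -0.41 to 0.0223, *Sftpd* from -0.14 to 0.32 and *Cdh1* from -0.35 to 0.0634. In *Atg5*-/- AT2-PBS against AT2-PBS, *Atg5* ranged from -0.44 to 0.0354, *Slc2a1* from -0.36 to 0.0154 and *Sftpd* from -0.0488 to 0.13. Fits with single samples left out kept 476 gene values, reversed 17, made 25 weaker and 10 stronger. The cause was not tested.

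Same-numbered *Atg5*-/- AT2-BLM and AT2-BLM samples had a mean correlation of -3.5e-04 in their deviations across genes, and *Atg5*-/- AT2-PBS and AT2-PBS samples one of -0.0905. With the replicate block, 558 genes were called with *Atg5* loss during BLM, 2055 with *Atg5* loss in PBS-treated mice and 2166 for the interaction, and 406 changed the opposite way. *Ear10* had an adjusted p of 0.132 from limma with the block in *Atg5* loss during BLM, within 0.00286 to 0.386 over its alternatives. The adjusted p from limma's fry with *Atg5* loss during BLM was 0.291 for glycolysis, pentose phosphate, glutathione metabolism and fatty acid synthesis and 0.746 for Wnt, phosphatidylinositol and insulin signaling. For the interaction it was 0.0249 for glutathione metabolism and 0.0325 for glycolysis, pentose phosphate and fatty acid synthesis, and 0.464, 0.491 and 0.429 for Wnt, phosphatidylinositol and insulin signaling. With *Atg5* loss in PBS-treated mice it was 0.0486 for glycolysis, 0.0565 for pentose phosphate (mean 0.43), 0.0125 for glutathione metabolism, 0.0486 for fatty acid synthesis and 0.538, 0.538 and 0.488 for Wnt, phosphatidylinositol and insulin signaling.

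The 6 samples of a comparison make 10 splits, of which 4, the real one included, part every same-numbered pair, and the others keep some pairs together. Numbers of splits with a result as large are given among the former, with those among all splits in parentheses, the real split included. As many called genes were given by 1 of 4 (1 of 10) with BLM, 1 of 4 (2 of 10) with *Atg5* loss during BLM and 1 of 4 (1 of 10) with *Atg5* loss in PBS-treated mice. With BLM, a mean as large was given by 1 of 4 (1 of 10) for glycolysis, 1 of 4 (1 of 10) for pentose phosphate, 1 of 4 (1 of 10) for glutathione metabolism, 2 of 4 (3 of 10) for fatty acid synthesis, 2 of 4 (4 of 10) for Wnt signaling, 3 of 4 (7 of 10) for phosphatidylinositol signaling and 3 of 4 (5 of 10) for insulin signaling. With *Atg5* loss during BLM, it was given by 1 of 4 (1 of 10) for glycolysis, 1 of 4 (2 of 10) for pentose phosphate, 2 of 4 (3 of 10) for glutathione metabolism, 1 of 4 (3 of 10) for fatty acid synthesis, 4 of 4 (8 of 10) for Wnt signaling, 4 of 4 (7 of 10) for phosphatidylinositol signaling and 4 of 4 (10 of 10) for insulin signaling. With *Atg5* loss in PBS-treated mice, the numbers were 1 of 4 (1 of 10) for glycolysis, 1 of 4 (1 of 10) for pentose phosphate, 1 of 4 (1 of 10) for glutathione metabolism, 1 of 4 (1 of 10) for fatty acid synthesis, 1 of 4 (2 of 10) for Wnt signaling, 2 of 4 (4 of 10) for phosphatidylinositol signaling and 2 of 4 (3 of 10) for insulin signaling. A share under 0.05 cannot be reached with 3 samples against 3. DESeq2 was not run, since the values are not counts. The depth of the libraries is unknown in absolute terms, which limits what low FPKM can show.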

Differences from the paper's values

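For 12 fold changes read by eye from Fig. 3A (qPCR), 12 lie on the same side of 1 here as in the paper and 0 differ by more than the larger error and 1.5 times. The errors are wide, so this does not show that the values are close. The paper's qPCR was relative to E-cadherin (*Cdh1*), and the main values here were not scaled to it. The largest ratio is that of *Eno1* with BLM, 4.71 here against the paper's about 1.9 in Fig. 3A, read by eye. It exceeded these limits without AT2-PBS replicate 1, AT2-BLM replicate 1 or AT2-BLM replicate 2. The fold change of *Eno1* with *Atg5* loss during BLM, 0.432 here against the paper's about 0.70 in Fig. 3A, read by eye, exceeded them without AT2-BLM replicate 1 or 2 or *Atg5*-/- AT2-BLM replicate 2 or 3.

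The paper states that fatty acid synthesis, Wnt, phosphatidylinositol and insulin signaling were suppressed by BLM. Their mean log2 changes here were -0.20, -0.15, -0.0341 and 0.0528, and none passed the threshold. Wnt signaling passed after quantile normalization (adjusted p = 0.0242 from limma's fry), after median-ratio scaling (0.0137), by limma's camera (0.00979) and without AT2-BLM replicate 3 (0.00888), in a range of 0.00888 to 0.943 over the settings. Fatty acid synthesis passed after median-ratio scaling (adjusted p = 0.0251 from limma's fry, in a range of 0.0251 to 0.943). Phosphatidylinositol signaling passed in no setting run (adjusted p 0.061 to 0.993 from limma). Insulin signaling was negative after quantile normalization (-0.13), after median-ratio scaling (-0.0854), without AT2-PBS replicate 2 (-0.00451) and without AT2-BLM replicate 3 (-0.0158), and passed in no setting run (adjusted p 0.0524 to 0.601 from limma).

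The paper states that these 4 pathways were promoted, and that glutathione metabolism, glycolysis and pentose phosphate were downregulated, with *Atg5* loss during BLM. Of the 7, none passed the threshold in any setting run here, on transcripts alone. The paper's statement also rests on metabolites, which were not analysed here. Wnt signaling had the lowest adjusted p (0.068 to 0.963 from limma). Insulin signaling changed by -0.00966, and was positive with a pseudocount of 0.1, after quantile normalization, after median-ratio scaling, without AT2-BLM replicate 3 and without *Atg5*-/- AT2-BLM replicate 1.

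The paper states that *Fads* fell with BLM and recovered without *Atg5*. With BLM, *Fads1* (-0.57) and *Fads2* (-0.42) were not called. Both were called lower with scaling to *Cdh1*, which encodes E-cadherin, the reference of the paper's qPCR. The same held after quantile normalization and median-ratio scaling, and with Y-linked expression as a covariate, which was chosen after seeing the values. *Fads1* was also called lower with the replicate block, in a fit of only the compared groups and without AT2-BLM replicate 1 or 2. *Fads3* changed by 0.35, and was called higher with the covariate and without AT2-BLM replicate 2. With *Atg5* loss during BLM, *Fads1* (0.18), *Fads2* (0.12) and *Fads3* (-0.24) were called in no setting run. *Fads1* and *Fads2* turned negative without AT2-BLM replicate 3 (-0.0588 and -0.0646) or *Atg5*-/- AT2-BLM replicate 1 (-0.16 and -0.18).

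The paper states that *Acaca* fell with *Atg5* loss at steady state. Its log2 fold change was -0.38 and it was not called. It was called after quantile normalization (-0.56), without AT2-PBS replicate 3 (-0.61) and with Y-linked expression as a covariate (-0.60), which was chosen after seeing the values. The paper also states that *Atg5* mRNA rose in surviving AT2 cells after BLM. The log2 fold change of *Atg5* with BLM was 0.11 here (standard error 0.23) and was not called. It was negative after quantile normalization, median-ratio scaling and scaling to *Cdh1*, and without AT2-PBS replicate 2 (-0.18).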

Other observations

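The tests of *Sftpc* and of *Eno1b* and the count of distinct labelings were chosen only after those results were seen.

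Both comparisons that show opposite changes use the AT2-BLM samples, and 17 of 100 labelings permuted within replicate numbers gave as many opposite genes, the real one included. The labelings hold 62 distinct ones, of which 10, the real one included, gave as many. They keep part of the real differences between groups, so the share is not that of chance alone. When the AT2-BLM samples were divided between both comparisons, the correlation of the changes across genes had a median of -0.37 and ranged from -0.44 to -0.17 over 6 divisions, against -0.57 with all samples. Among the 1000 genes with the largest BLM changes, 59% to 79.8% changed the opposite way, against 84.5% with all samples. Sharing of samples may therefore account for part of the opposition and not all of it.

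*Sftpc* was listed at 0 in 11 libraries and at 112570 FPKM in AT2-BLM replicate 2. *Sftpb* was at 1777 FPKM or more in the libraries with *Sftpc* at 0, so the zeros may be failed estimates. *Gapdh* was listed between 0.298 and 1.08 FPKM. Leaving *Sftpc* out lowers the FPKM sum of AT2-BLM replicate 2 from 549169 to 436599.

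Reads shared with *Eno1b* could change *Eno1*. The sum of both changed by 1.92 with BLM, -1.06 with *Atg5* loss during BLM and 1.07 with *Atg5* loss in PBS-treated mice, and each stayed on the side of the call that *Eno1* alone was on.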
